# CD44s-activated tPA/LRP1-NFκB pathway drives lamellipodia outgrowth in luminal-type breast cancer cells

**DOI:** 10.3389/fcell.2023.1224827

**Published:** 2023-09-28

**Authors:** Yaqi Qiu, Hui Wang, Qian Guo, Yiwen Liu, Yiqing He, Guoliang Zhang, Cuixia Yang, Yan Du, Feng Gao

**Keywords:** CD44, TPA, lamellipodia, luminal type breast cancer, LRP1

## Abstract

Some cancer cells migration and metastasis are characterized by the outgrowth of lamellipodia protrusions in which the underlying mechanism remains unclear. Evidence has confirmed that lamellipodia formation could be regulated by various adhesion molecules, such as CD44, and we previously reported that lamellipodia at the leading edge of luminal type breast cancer (BrCa) were enriched with high expression of CD44. In this study, we found that the overexpression of CD44s could promote lamellipodia formation in BrCa cells through inducing tissue type plasminogen activator (tPA) upregulation, which was achieved by PI3K/Akt signaling pathway activation. Moreover, we revealed that tPA could interact with LDL receptor related protein 1 (LRP1) to activate the downstream NFκB signaling pathway, which in turn facilitate lamellipodia formation. Notably, inhibition of the tPA/LRP1-NFkB signaling cascade could attenuate the CD44s-induced lamellipodia formation. Thus, our findings uncover a novel role of CD44s in driving lamellipodia outgrowth through tPA/LRP1-NFkB axis in luminal BrCa cells that may be helpful for seeking potential therapeutic targets.

## 1 Introduction

Breast cancer (BrCa) is the most common cancer in women and distant metastasis is a major obstacle to clinical treatment (Jemal et al., 2011). It is believed that cancer metastasis depends on the increasing capacity of migration and invasion of cancer cells which is usually characterized by the formation of cell-surface protrusions, including lamellipodia, filopodia, and invadopodia (Yamaguchi et al., 2005; Yilmaz and Christofori, 2009). These structures are F-actin enriched protrusions on the leading edges of moving cells that lead the cells to migrate or invade toward the external signals (Ridley et al., 2003; Yilmaz and Christofori, 2009). Until now, the underlying mechanism of cancer cell-membrane protrusions outgrowth is still poorly understood.

Reports showed that dynamic cell-surface protrusions were displayed in the leading subpopulation of collective migrating cells to sense the extracellular environments (Mayor and Etienne-Manneville, 2016). We previously found that CD44 high expressing cancer cells were distributed to the front edge during collective migration of luminal type BrCa (Yang et al., 2019). Meanwhile, others confirmed that luminal type BrCa mainly displayed lamellipodia rather than filopodia or invadopodia (Karamanou et al., 2020). In this paper, we ask for the connection between CD44 and lamellipodia formation in leading cells. Previous report has demonstrated that CD44 was found densely labeling the structure of lamellipodia in human lung carcinoma A549 cells (Kim et al., 2011). Moreover, CD44 was also reported to interact with some F-actin-binding proteins and cooperatively regulate actin cytoskeletal, whose rearrangement participated in the lamellipodia formation (Machesky, 2008; Chen et al., 2018). Hence, it is reasonable to speculate that CD44 may regulate the lamellipodia outgrowth.

As a cell-membrane receptor, activated CD44 is capable of triggering intracellular signaling pathways like PI3K/Akt, NF-κB, ras-MAPK, and c-jun to facilitate the transcription of target genes (Bourguignon et al., 2009; Chen and Bourguignon, 2014; Ouhtit et al., 2018). Urokinase plasminogen activator (uPA), a plasminogen activator that can convert the plasminogen into the its active form plasmin, is one of the target genes (Kobayashi et al., 2002; Montgomery et al., 2012; Mekkawy et al., 2014). A previous study has reported that hyaluronan (HA)-induced promotion of CD44 signaling potentiated the invasive process of breast cancer cells through regulating the expression of uPA (Montgomery et al., 2012). Moreover, it has been reported that another plasminogen activator, tissue type plasminogen activator (tPA) was significantly associated with tumor migration due to its activation of membrane receptors, like LRP1, Annexin2, and EGFR (Díaz et al., 2004; Ortiz-Zapater et al., 2007; Roda et al., 2009; Salama et al., 2019). Additionally, this cytokine-like function of tPA further triggers signaling pathways such as NFκB, MEK-ERK, and p-38 MAPK, contributing to a series of cellular activities *in vivo* and *in vitro* (Zhang et al., 2007; Lin et al., 2015; Salama et al., 2019). However, whether tPA could promote lamellipodia formation or function together with CD44 has not been reported so far.

The present study aims to investigate how CD44 regulates lamellipodia outgrowth in luminal type BrCa and to explore its underlying mechanism. First, we performed transcriptional analysis on CD44s overexpression BrCa cells to search for the potential genes in regulating CD44s-dependent lamellipodia outgrowth. We identified that tPA was significantly upregulated in response to CD44s overexpression through PI3K/Akt signaling pathway. Notably, the knockdown of tPA could dramatically suppress the enhanced formation of lamellipodia stimulated by CD44s. Next, we inhibited the membrane receptors of tPA and found that LRP1 was the main mediator of CD44s-tPA induced lamellipodia extension by activating NFκB signaling pathway. These findings demonstrated a new role of CD44s in lamellipodia outgrowth by activating tPA/LRP1- NFκB axis, which might be helpful to luminal type BrCa target therapy.

## 2 Materials and methods

### 2.1 Cell culture and reagents

The human BrCa cell line MCF7 and T47D were purchased from the American Type Culture Collection (ATCC). MCF7 cells were cultured in MEM supplemented with 10% fetal calf serum, 10 μg/mL insulin, 100 U/mL penicillin, and 100 mg/mL streptomycin. T47D cells were cultured in RPMI-1640 supplemented with 10% fetal calf serum, 7.5 μg/mL, 100 U/mL penicillin, and 100 mg/mL streptomycin. All cells were grown to 80% confluency for the experiments. All cell lines were cultured at 37°C in humidified air with 5% CO2 and 95% air. Primary antibodies against CD44 (ab189524, Abcam, Cambridge, UK), tPA (10147-1-AP, Proteintech, Chicago, United States), cortactin (ab81208, Abcam), p-Akt (4,060, CST, Danvers, United States), Akt (4,691, CST), β-actin (3,700, CST), LDL receptor related protein 1 (LRP1, BM4098, Boster, Wuhan, China), p-p65 (3,033, CST), p65 (8,242, CST), and inhibitors LY294002 (S1105, Selleck, Texas, United States), receptor associated protein (RAP, 11,100-H08H, Sino Biological, Beijing, China), LCKLSL (HY-P2333A, MCE, New Jersey, United States), AG1478 (153,436-53-4, MCE), BAY 11-7082 (HY-13453, MCE) were used.

### 2.2 siRNA, plasmids and lentivirus

The small interference RNA (siRNA) constructs targeting human tPA and human LRP1 expression were designed and synthesized by RiboBio company (Guangzhou, China), and the transfection was performed with riboFECTTM according to the manufacturer’s protocol. The siRNA sequences were listed as follows: tissue type plasminogen activator (tPA) siRNA (5′-CCC​UCU​CUU​CAU​UGC​AUC​CAU-3′), LRP1 siRNA (5′- GCU​CAU​CUC​GGG​CAU​GAU​U-3′), and scramble negative control siRNA (5′-UUC​UCC​GAA​CGU​GUC​ACG​U-3′). The human CD44s (NM_001001391) was constructed by PCR-based amplification and then cloned into the Ubi-MCS-SV40-IRES-puromycin vector system (Genechem Company, Shanghai, China). Next, cells were infected with concentrated lentivirus according to the manufacturer’s instructions and after infection, puromycin (2 μg/mL, Sigma Aldrich, St. Louis, MO) was used to select stably transduced cells over a 15-day period. Finally, the overexpression efficiency was verified by western blotting assay.

### 2.3 RNA sequencing and data analysis

RNA sequencing analysis of MCF7^vector^ and MCF7^CD44s^ cells was performed using an Illumina Novaseq 6000 instrument at the OE Biotech Co., Ltd. (Shanghai, China). Fragments Per kb Per Million Reads (FPKM) of each gene was calculated using Cufflinks, and the read counts of each gene were obtained by HTSeq-count. Differential expression analysis was performed using the DESeq (2012) R package. We utilized a fold change >1.5 with *p*-value <0.05 as the threshold for significantly differential expression. Gene ontology (GO) enrichment and KEGG pathway enrichment analysis of differentially expressed genes were performed respectively using R based on the hypergeometric distribution. Gene set enrichment analysis (GSEA; https://www.broadinstitute.org/gsea/index.jsp) was performed to analyze whether a set of genes show statistically significant differences between CD44s overexpression and the control groups.

### 2.4 Quantitative real-time PCR (qPCR)

Total RNA was extracted from cultured cells using RNAiso Plus (9108, Takara Bio, Shiga, Japan) according to the manufacturer’s instructions. The RNA concentration was measured using NanoDrop system (Thermo Fisher Scientific Inc. Waltham, MA). Then, 1 µg RNA was reverse transcribed using the PrimeScript™ RT Reagent kit with gDNA Eraser (RR047Q, Takara Bio). qPCR assays were performed with SYBR Green mix (RR820A, Takara Bio) according to the manufacturer’s protocol. The qPCR conditions included: initial denaturation at 95°C for 30 s, followed by 40 cycles of denaturation at 95°C for 5 s annealing and extension at 60°C for 34 s. All qPCR values of each gene were normalized against that of GAPDH. The relative gene expression was calculated using the 2 -ΔΔCT method.

The primer sequences for qPCR are listed in Supplementary Table S1.

### 2.5 Western blotting

RIPA buffer (P0013B, Beyotime, Shanghai, China) was used for protein extraction. After the total protein concentration was determined by a bicinchoninic acid protein assay kit (BCA1, Sigma Aldrich, St. Louis, MO). 20 μg protein samples were separated by 7.5% SDS polyacrylamide gels and transferred onto PVDF membranes (ISEQ00010, Millipore, Massachusetts, United States). The membrane was blocked with 5% non-fat milk in TBST for 1 h and incubated with the indicated antibody at 4°C overnight. Then HRP-conjugated secondary anti bodies (1:5000) were added. Bands were subsequently visualized using the enhanced plus chemiluminescence assay (SQ201, Epizyme, Shanghai, China). Measurement of the bands was conducted on an ImageQuant LAS 4000 mini.

### 2.6 Wound-healing assay

Cells were grown to 100% confluency in MEM supplemented with 10% FBS. A sterile pipette tip was used to make a straight line wound on the confluent cell culture. After washing the plate for 3 times to remove the mechanically detached cells and to expose the “wound,” the remaining cells were incubated for 72 h in MEM plus 1% FBS. At the indicated time points, the cell culture was photographed under a microscope.

### 2.7 Immunofluorescence

For immunofluorescence, cells were fixed in 4% paraformaldehyde, permeabilized with 0.2% triton X-100/phosphate-buffered saline (PBS), and blocked in 5% BSA. Cells were incubated with primary antibodies overnight at 4°C in primary antibody dilution buffer (P0256, Beyotime) and then with secondary antibodies conjugated with 594 (ab150077, Abcam) for 1 h at room temperature. For F-actin, cells were stained with Phalloidin-iFluor 647 reagent (ab176759, Abcam) for 1.5 h. Images were analyzed under confocal microscopy (Nikon A1, Tokyo, Japan).

### 2.8 Statistical analysis

Statistical analysis was performed using GraphPad Prism 9.0.0 (GraphPad Software, Inc.). Data are presented the as mean ± standard deviation (SD). The statistically significant of differences between the two groups were determined with an unpaired Student’s t-test. The significance of differences among groups was determined by one-way ANOVA, *t*-test or Fisher’s exact test. Statistical significance was defined as *p* < 0.05.

## 3 Results

### 3.1 Identification of tPA as a target of CD44s in luminal type breast cancer cells

CD44 activation triggers actin cytoskeleton reorganization to form lamellipodia, but the underlying mechanism has not been fully understood. To further identify the downstream target of CD44-dependent lamellipodia formation during luminal type BrCa progression, we firstly established a stable cell line by transfection of the CD44 standard form (CD44s) cDNA into MCF7 cells which initially express negligible CD44s (Figure 1A). Subsequently, we used RNA-sequencing (RNA-seq) to compare mRNA expression profiles between the MCF7^vector^ and MCF7^CD44s^ cells. 

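CD44 mRNA, which encodes a cell surface receptor for hyaluronan, was higher in every MCF7 CD44s library than in every MCF7 vector library. The gene lies on chromosome 11 of GRCh38 from 35138870 to 35232402 and had 1173, 1180 and 1232 counts in the MCF7 CD44s libraries and 483, 385 and 409 in the MCF7 vector libraries. This corresponds to 34.0 ± 0.476 CPM (counts scaled to library size; SD, n = 3) in MCF7 CD44s cells and 12.3 ± 1.69 CPM (SD, n = 3) in MCF7 vector cells. The log2 fold change was 1.46 (standard error 0.11, adjusted p = 2.81e-07 from edgeR's quasi-likelihood test), or 2.76-fold. Counts per gene do not separate transcripts of the introduced cDNA, or of the standard form, from other transcripts of CD44. Among 10 markers of MCF7 cells, 3 were higher and 5 lower in MCF7 CD44s cells (3 and 5 when adjusted over the list alone). ESR1, which encodes estrogen receptor alpha, stood at 525 ± 5.76 CPM in MCF7 CD44s cells and 405 ± 44.8 CPM in MCF7 vector cells (SD, n = 3 each). The reference genes GAPDH (3894 and 3964 CPM) and ACTB (4133 and 3816 CPM) did not pass the test (adjusted p = 0.644 and 0.122).

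MCF7 is an established line of luminal, estrogen receptor-positive breast cancer cells. According to the methods, the cells were infected with lentivirus carrying CD44s cDNA or the empty vector and selected with puromycin, and their RNA was sequenced on an Illumina NovaSeq instrument. The data comprise 3 libraries of MCF7 CD44s cells and 3 of MCF7 vector cells. The authors counted reads per gene with HTSeq-count, and their deposited table of raw counts lists 16339 genes. Total counts were 34595053, 34998007 and 35612380 in the MCF7 CD44s libraries and 34256367, 34974963 and 34672672 in the MCF7 vector libraries. From these counts, the 13039 genes that passed edgeR's expression filter were tested between the groups after TMM normalization, with Benjamini-Hochberg adjustment of p. CPM values were scaled by TMM factors, log2 fold changes are those of MCF7 CD44s over MCF7 vector cells, and "higher" or "lower" refers to an adjusted p under 0.05. Gene lists for these cells were fixed before the data were examined. The strand setting of the counting is not given, so reads of overlapping or antisense genes may be counted for each other. Each condition is represented by 1 stable line, so a difference between the lines cannot be told apart from an effect of CD44s. Nothing states that the 3 libraries of a line came from separate cultures, so the p-values measure the spread between these libraries, which may be technical.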

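Of the 13039 genes tested, 2315 were higher and 2106 lower in MCF7 CD44s than in MCF7 vector cells, together 33.9%. The largest rises by the rule for named genes included LRFN5, a synaptic adhesion molecule, which had 251, 240 and 294 counts in MCF7 CD44s cells and 0, 0 and 6 in MCF7 vector cells. MME, a membrane metalloendopeptidase also known as CD10, stood at 30.7 ± 4.35 CPM in MCF7 CD44s cells and 0.914 ± 0.744 CPM in MCF7 vector cells (SD, n = 3 each), a log2 fold change of 5.06 (standard error 0.32, adjusted p = 4.91e-08). AKAP12, a scaffold protein of protein kinase A, rose from 3.73 to 50.8 CPM, and the immediate early transcription factor EGR3 from 3.40 to 34.3 CPM. HAPLN1, which links hyaluronan to proteoglycans, had 247, 176 and 189 counts in MCF7 CD44s cells and 0, 0 and 19 in MCF7 vector cells. The neural transcription factor ASCL1 had a log2 fold change of 4.97 (standard error 0.42). The remaining 6 of these 12 genes were NELL2, GUCY1A2, MSMB (on chromosome 10), PDZK1, AMIGO2 and KCNJ3, with log2 fold changes of 3.15 to 4.05.

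Among the 12 largest falls, the zinc finger gene ZNF506 had 1, 0 and 1 counts in MCF7 CD44s cells and 159, 151 and 142 in MCF7 vector cells. Its summed CPM was 230-fold lower, with a 95% counting interval of 63.2 to 1902. DAB2, an endocytic adaptor, stood at 3.51 ± 0.235 CPM in MCF7 CD44s cells and 70.2 ± 30.3 CPM in MCF7 vector cells (SD, n = 3 each), a log2 fold change of -4.32 (standard error 0.28, adjusted p = 7.90e-08). FKBP10, a chaperone of collagen folding, fell from 178 to 19.3 CPM, and the adhesion molecule CEACAM5 from 253 to 28.5 CPM, where 16.2% of the exonic bases of CEACAM5 are shared with another gene. SULF1, which removes sulfate from heparan sulfate, had a log2 fold change of -3.50, the hedgehog ligand SHH one of -2.98 and the transcription factor NFIA one of -2.81. The other 5 genes, GALM, ID4, UGT1A6, HPN and AFF3, had log2 fold changes of -4.20 to -2.80, and UGT1A6 shares 64.4% of its exonic bases with other genes.

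At a fold change over 1.5 with an unadjusted p under 0.05, 941 genes were higher and 657 lower. Of 1021 genes tested on chromosomes 9 and 10, 502 were higher and 68 lower. Without replicate 3 of MCF7 vector cells, LRFN5 and HAPLN1 had no counts left in MCF7 vector cells, and the log2 fold change was 5.91 for MME and 4.85 for NELL2. It was 4.67 for GUCY1A2 without replicate 2 and 4.01 for PDZK1 without replicate 1 of MCF7 vector cells, and -3.77 for HPN without replicate 2 of MCF7 CD44s cells.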

As showed in Figure 1B, differential expression analysis (fold change >1.5, *p* < 0.05) highlighted 840 and 614 genes significantly up- and downregulated between control and CD44s overexpression groups. Moreover, functional annotation revealed that genes upregulated in CD44s overexpression cells were significantly enriched for positive regulation of cell migration and epithelial to mesenchymal transition (EMT) (Figure 1C), among which 13 genes were positively related to cancer cell migration or invasion (Figure 1D). 

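In MCF7 CD44s cells, genes annotated to positive regulation of cell migration were over-represented among the 941 genes higher at the paper's thresholds. They numbered 28 of 173 tested members, against 12.5 by chance (adjusted p = 0.00953, hypergeometric test). In a test of the genes lower, chosen after the results were seen, the same term held 19 of the 657 genes lower, against 8.69 by chance, and did not pass adjustment (p = 0.00111 from the exact hypergeometric test, adjusted p = 0.279). SEMA3B, a secreted semaphorin, stood at 115 ± 5.76 CPM in MCF7 CD44s cells and 35.1 ± 4.03 CPM in MCF7 vector cells, and PODXL, an anti-adhesive sialomucin, at 223 ± 20.7 and 73.1 ± 8.24 CPM (SD, n = 3 each). Members that fell included the adhesion molecule CEACAM6 (log2 fold change -2.57) and PRKCA, which encodes protein kinase C alpha (log2 fold change -1.10). Of 36 tested genes of the term epithelial to mesenchymal transition, 12 were among the 941, against 2.59 by chance (adjusted p = 0.00170). Members of it also went both ways, with DLG5, a scaffold of cell polarity on chromosome 10, at a log2 fold change of 0.67 and EPB41L5 at -0.74. DLG5 shares 18.0% of its exonic bases with genes on the opposite strand. When genes higher at an adjusted p under 0.05 were taken in place of the 941, the adjusted p of these terms was 0.358 and 0.413. Over all alternatives it ranged from 9.30e-04 to 0.358 for migration and from 0.00107 to 0.413 for the transition.

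All 13 genes that the paper relates to migration or invasion were higher in MCF7 CD44s cells (13 when adjusted over the list alone). The study chose this list on these libraries, so the count is not independent evidence of its direction. ACKR3, an atypical receptor of the chemokine CXCL12, had the largest rise with all 6 libraries, to 372 ± 4.48 CPM from 78.0 ± 5.19 CPM (SD, n = 3 each), a log2 fold change of 2.25 (standard error 0.06, adjusted p = 1.47e-11). THBS1, which encodes thrombospondin 1, had a log2 fold change of 1.22, the receptor tyrosine kinases RET (on chromosome 10) and EPHA4 1.20 and 1.11, and the lysyl oxidase LOXL2 1.04. BMP7, FGFR1, SMAD7, SLC7A5, FUT8, FGFR4 and L1CAM lay between 0.68 and 0.92. LOXL2, FGFR1 and PLAT lie on chromosome 8 and FUT8 on chromosome 14. All tested genes there had median log2 fold changes of 0.15 and 0.08, against 0.34 on chromosome 10. Per stretch of 10 Mb, medians ran from -0.08 to 0.46 on chromosome 8 and from -0.19 to 0.34 on chromosome 14. The stretch that holds PLAT had a median of 0.36. The medians of whole chromosomes therefore do not give the shift around each of these genes.

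Of 30 tested mesenchymal markers, 10 were higher and 4 lower (10 and 4 when adjusted over the list alone). The 10 include CD44, the introduced gene, and THBS1, one of the 13 genes that the study chose as higher. The count and the test of this list are thus in part fixed in advance. The rise of the list against other genes had an adjusted p of 0.0632 from camera, and 0.466 with an estimated correlation. NT5E, the ecto-nucleotidase CD73, stood at 13.4 ± 1.29 CPM in MCF7 CD44s cells and 1.60 ± 0.225 CPM in MCF7 vector cells (SD, n = 3 each), whereas the integrin subunit ITGAV had a log2 fold change of -0.58. Of 43 epithelial markers, 6 were higher and 15 lower (7 and 15 when adjusted over the list alone; camera adjusted p = 0.441). DSP, which encodes desmoplakin, fell from 549 to 359.6 CPM and the transcription factor GRHL2 had a log2 fold change of -0.54, while the desmosomal cadherin DSC2 had one of 1.22.

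**Figure D1:**
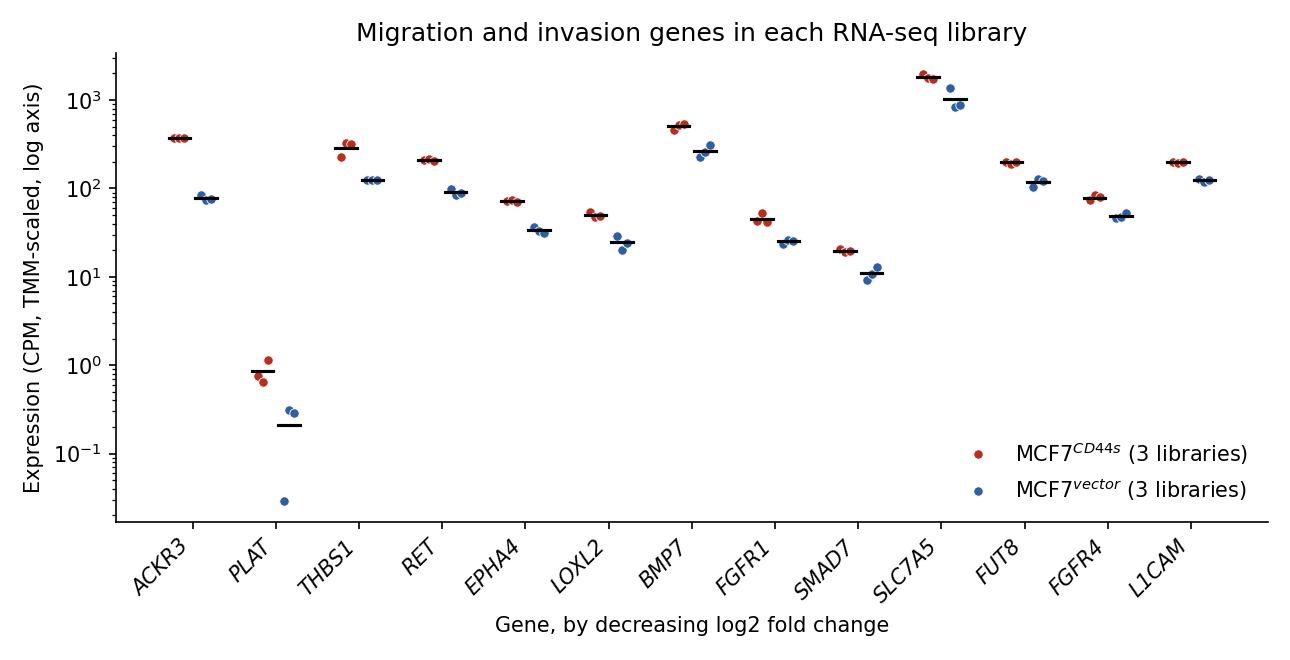
Expression of the 13 migration or invasion genes in each library, as TMM-scaled CPM on a log axis. Each point is 1 library of MCF7 CD44s or MCF7 vector cells (3 each) and each bar is the mean of a group; ACKR3 has means of 372 and 78.0 CPM, and PLAT lies lowest in both groups.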

Using qPCR, we confirmed that the expression of these genes was higher in MCF7^CD44s^ than in MCF7^vector^ cells (Figure 1E). Of note, tPA, one of the plasminogen activators, was the most robustly upregulated gene upon CD44s overexpression in MCF7 cells. 

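PLAT, the gene of tPA, was higher in MCF7 CD44s cells at a low level of expression. It lies on chromosome 8 of GRCh38 from 42175233 to 42207724 and had 26, 23 and 41 counts in the MCF7 CD44s libraries and 1, 11 and 10 in the MCF7 vector libraries. This corresponds to 0.852 ± 0.260 CPM and 0.210 ± 0.157 CPM (SD, n = 3 each), a log2 fold change of 1.99 (standard error 0.63, adjusted p = 0.0239 from edgeR), or 3.98-fold. The ratio of summed CPM was 4.03, with a 95% interval of 2.50 to 6.74 that covers counting error only. Among the 13 genes related to migration or invasion, PLAT ranked 2 by log2 fold change and 13 by p, and it ranked 1 by log2 fold change without replicate 2 or 3 of MCF7 vector cells. Among the 2315 genes higher, it ranked 141 by log2 fold change and 1881 by p. PLAU, which encodes the other plasminogen activator, urokinase, had 5, 8 and 12 counts in MCF7 CD44s cells and 7, 4 and 1 in MCF7 vector cells, too few to be tested. PLAU shares 31.05% of its exonic bases with a gene on the opposite strand.

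Of 19 tested genes of the plasminogen system, 7 were higher and 2 lower in MCF7 CD44s cells (7 and 2 when adjusted over the list alone). The rise of the list had an adjusted p of 0.0648 from camera, and 0.345 with an estimated correlation. PLAUR, the urokinase receptor, stood at 5.35 ± 1.29 CPM in MCF7 CD44s cells and 1.54 ± 0.571 CPM in MCF7 vector cells (SD, n = 3 each), a log2 fold change of 1.80 (standard error 0.30, adjusted p = 3.80e-04). PROCR, the endothelial protein C receptor, had a log2 fold change of 1.88, and SERPINA5, an inhibitor of serine proteases including plasminogen activators, one of 1.36. Without replicate 3 of MCF7 CD44s cells, the log2 fold change of PLAT was 1.72 (adjusted p = 0.107), and without replicate 1 of MCF7 vector cells it was 1.49 (adjusted p = 0.0694), while without each of the other 4 libraries it was 2.07 to 2.38 (adjusted p = 0.0388 to 0.0487). The 50 tested genes nearest to PLAT had a median log2 fold change of 0.36.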

Consistently, the protein level of tPA was significantly increased in MCF7^CD44s^ cells (Figure 1F). To further verify the regulation of tPA by CD44s in other luminal type BrCa cells, we established T47D cells stably overexpressing CD44s (Figure 1H). In line with the results in MCF7 cells, both mRNA and protein of tPA significantly elevated in T47D^CD44s^ cells (Figures 1G, H). Taken together, these results suggested that tPA might be the potential target of CD44s-induced lamellipodia outgrowth in luminal type BrCa.

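Genes of the machinery of lamellipodia moved in both directions in MCF7 CD44s cells. Of 90 tested genes of actin nucleation, branching and protrusion, 24 were higher and 17 lower (24 and 17 when adjusted over the list alone). The list had a mean log2 fold change of 0.06, and its test against other genes gave an adjusted p of 0.783 from camera. WIPF1, a partner of the WASP proteins that start actin branching, stood at 22.1 ± 2.00 CPM in MCF7 CD44s cells and 8.01 ± 0.376 CPM in MCF7 vector cells (SD, n = 3 each), a log2 fold change of 1.47 (standard error 0.12, adjusted p = 7.41e-07). EVL, which promotes the elongation of actin filaments, had a log2 fold change of 0.60. FLNA, the actin cross-linker filamin A, fell from 4398 to 2989 CPM. NCKAP1, a subunit of the WAVE complex, and ACTR3, a subunit of the Arp2/3 complex, had log2 fold changes of -0.46 and -0.29. CTTN, which encodes cortactin, stood at 404 ± 5.16 and 375 ± 0.466 CPM (SD, n = 3 each; adjusted p = 0.118 from edgeR). From the rise of tPA mRNA in the RNA-seq data, followed by qPCR, protein and T47D experiments, the paper proposes that tPA may be a target of CD44s in lamellipodia outgrowth (Figure 1).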

**FIGURE 1:**
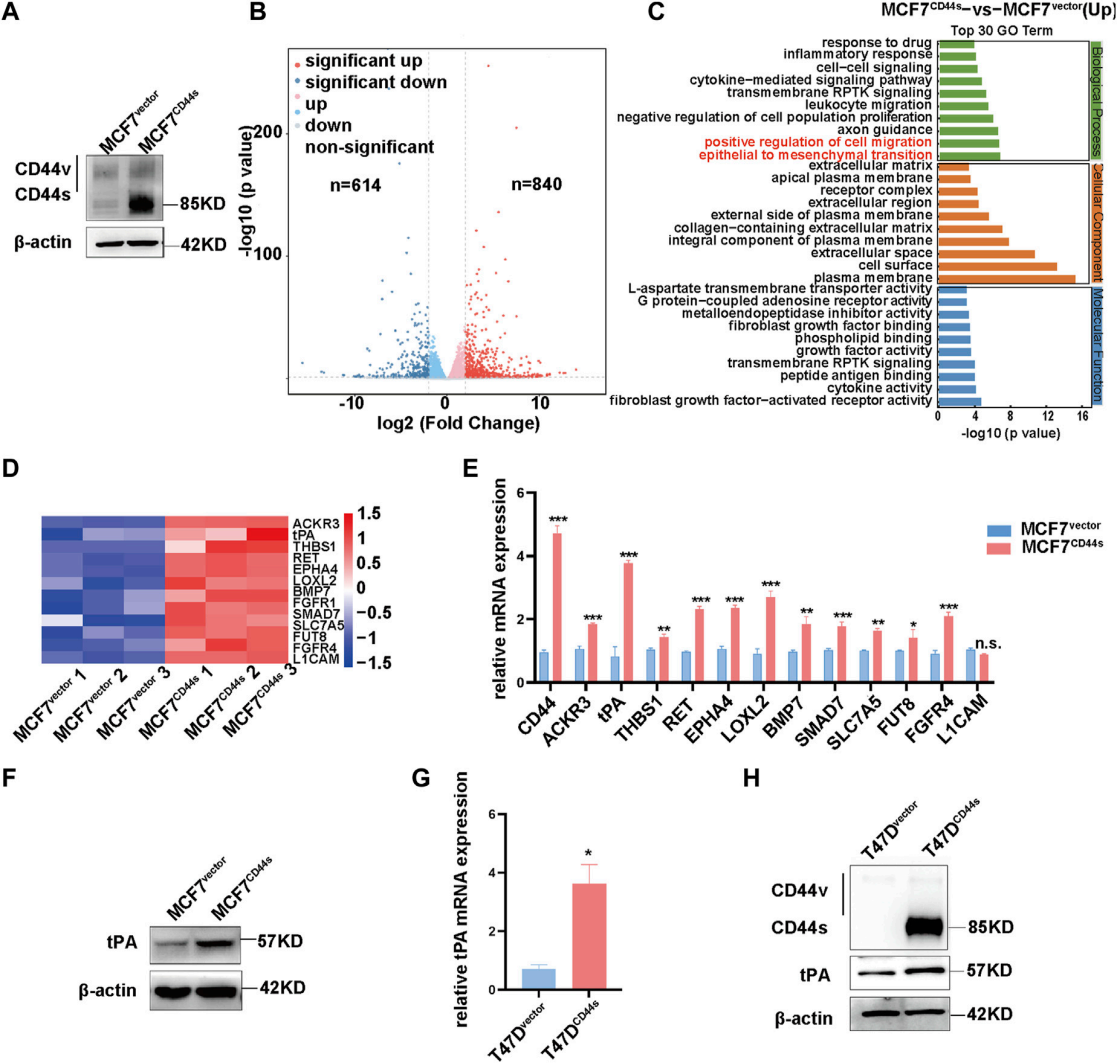
Identification of tPA as a target of CD44s in luminal type breast cancer cells **(A)** Overexpression efficiency of CD44s was evaluated by western blotting. **(B)** Volcano plot of log2 fold changes vs. -log10 *p*-value shows transcriptional differences between MCF7^vector^ and MCF7^CD44s^ overexpression cells. Vertical lines represent the 1.5-fold change cut-off and the horizontal lines indicate the 0.05 *p*-value cut-off. Up- and downregulated genes are highlighted in red and blue, respectively. **(C)** Gene ontology (GO) analysis of upregulated differentially expressed genes between MCF7^vector^ and MCF7^CD44s^ groups. **(D)** Heatmap shows expression profiles of the cancer cell migration and invasion related genes in MCF7^CD44s^ compared with MCF7^vector^. Red colors indicate upregulation. **(E)** Expression validation of candidate genes from heatmap by qPCR. The means ± SD of relative fold changes from triplicate experiments were plotted. GAPDH was used as the control. The *p* values were calculated by un-paired Student’s t-test. **(F)** Analysis of tPA expression by western blot in CD44s overexpression cells. **(G)** Analysis of tPA mRNA by qPCR in CD44s overexpression T47D cells. **(H)** Analysis of CD44s and tPA expression by western blot in CD44s overexpression T47D cells. *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.2 tPA is involved in CD44s-dependent lamellipodia outgrowth of luminal type breast cancer cells

To dissect the role of CD44s in lamellipodia outgrowth in luminal type BrCa, we next investigate whether CD44s overexpression affects lamellipodia protrusions. Given that lamellipodia was characterized by enhanced migration ability and rearrangement of cortactin and F-actin, wound-healing assay and immunofluorescence assay were performed. The cells were seeded on the coverslips for 72 h to evaluate their lamellipodia formation abilities, because the time course of lamellipodia formation showed that MCF7^CD44s^ and T47D^CD44s^ displayed the most noticeable lamellipodia at this time point (Supplementary Figure S1). As shown in Figure 2A, CD44s overexpression in MCF7 cell line stimulated the migration of cells across the wound space, while no significant difference in proliferation rate was observed between these two groups in the same incubation condition (Supplementary Figure S2), which confirming the role of CD44s in cell migration. Moreover, CD44s overexpressed cells displayed more abundant lamellipodia when compared to the control group (Figure 2B). To further verify the effect of CD44s on lamellipodia formation in luminal type BrCa cells, we performed the loss-of-function experiment by knocking down CD44s in CD44s overexpressing MCF7 cells. As shown in Supplementary Figure S3, the knockdown of CD44s attenuated the promoted proportion of lamellipodia positive cells mediated by CD44s. By contrast, in CD44s highly expressed basal-like BrCa cells, such as BT-549 and MDA-MB-231, CD44s knockout could not change their lamellipodia formation abilities (Supplementary Figure S4), indicating that the observed effects of CD44s in lamellipodia formation were more important to luminal type BrCa cells. Subsequently, we attempted to explore the contribution of tPA to CD44s-induced lamellipodia formation by knocking down tPA. Our result demonstrated that the knockdown of tPA attenuated the elevated migration and proportion of lamellipodia positive cells mediated by CD44s in MCF7 cells while no significant difference was observed when tPA was knockdown in MCF7^vector^ cells (Figures 2C, D; Supplementary Figure S5). These phenomena were then recapitulated in another luminal type BrCa cell line T47D (Figures 2E–H). Collectively, our results identified a novel CD44s-tPA pathway that played a crucial role in regulating lamellipodia extension in luminal type BrCa cells.

**FIGURE 2:**
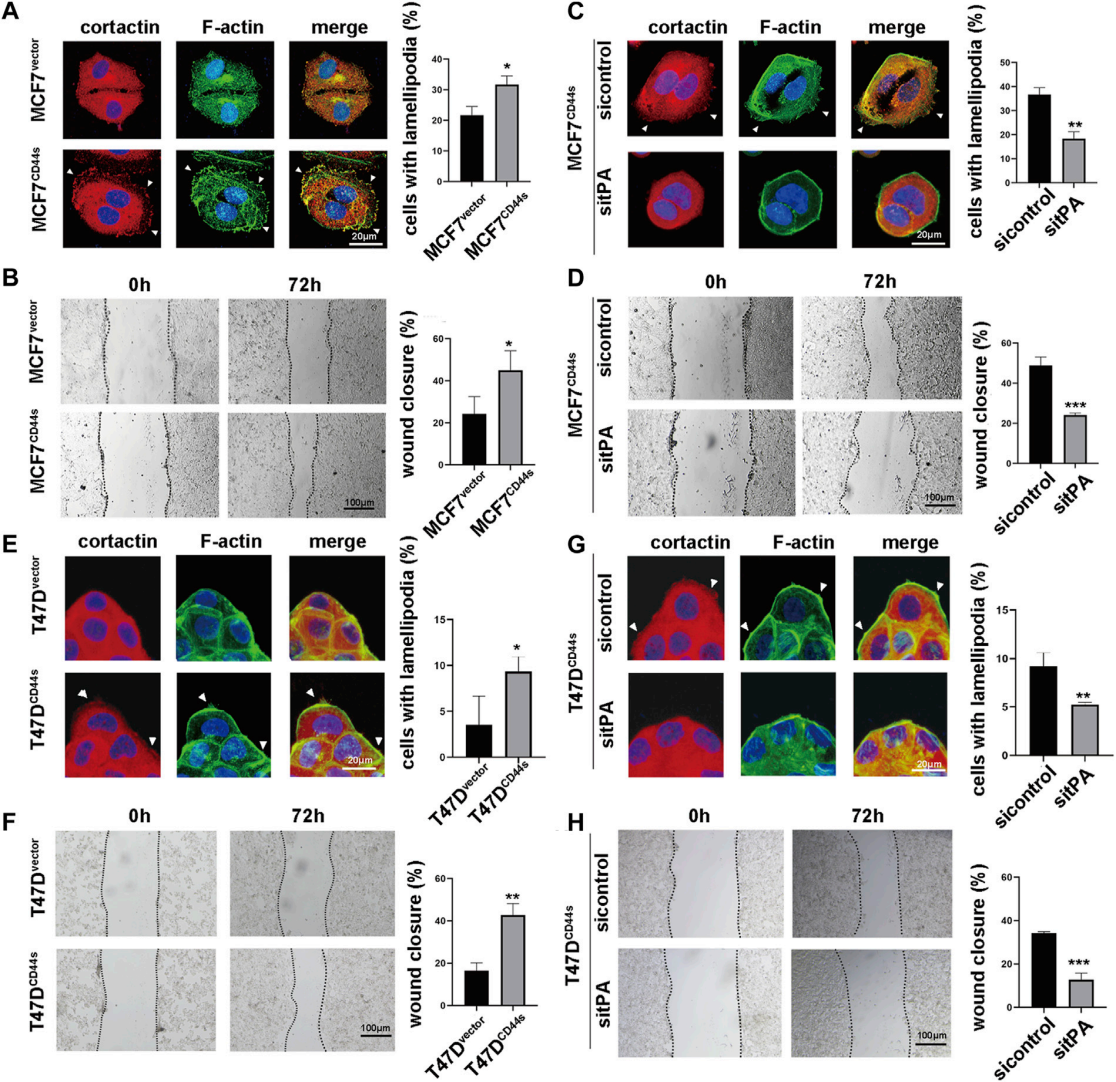
tPA is involved in CD44s-dependent lamellipodia outgrowth of luminal type breast cancer cells. **(A)** The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in MCF7^vector^ and MCF7^CD44s^ cells. The elongated lamellipodia are highlighted by the arrows. The proportion of cells with lamellipodia in MCF7^vector^ and MCF7^CD44s^ groups were calculated from triplicate independent experiments, means ± SD from triplicate experiments were plotted. **(B)** Representative images and quantitative analysis of migration assay showing the wound closure rate of MCF7^vector^ and MCF7^CD44s^ cells. The means ± SD of wound closure rates from triplicate experiments were plotted. **(C)** The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in control and tPA-knockdown MCF7^CD44s^ cells. The elongated lamellipodia are highlighted by the arrows. The proportion of cells with lamellipodia in control and tPA-knockdown groups were calculated from triplicate independent experiments. Means ± SD from triplicate experiments were plotted. **(D)** Representative images and quantitative analysis of migration assay showing the wound closure rate of control and tPA-knockdown MCF7^CD44s^ cells. **(E)** The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in T47D^vector^ and T47D^CD44s^ cells. The proportion of cells with lamellipodia in T47D^vector^ and T47D^CD44s^ groups were calculated from triplicate independent experiments, means ± SD from triplicate experiments were plotted. **(F)** Representative images and quantitative analysis of migration assay showing the wound closure rate of T47D^vector^ and T47D^CD44s^ cells. The means ± SD of wound closure rates from triplicate experiments were plotted. **(G)** The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in control and tPA-knockdown T47D^CD44s^ cells. The proportion of cells with lamellipodia in control and tPA-knockdown groups were calculated from triplicate independent experiments. Means ± SD from triplicate experiments were plotted. **(H)** Representative images and quantitative analysis of migration assay showing the wound closure rate of control and tPA-knockdown T47D^CD44s^ cells. The means ± SD of wound closure rates from triplicate experiments were plotted. n. s. Indicates no significant, *p < 0.05, **p < 0.01, ***p < 0.001.

### 3.3 CD44s induces transcriptional upregulation of tPA through PI3K/AKT signaling pathway

As a membrane receptor, CD44 is capable of mediating multiple signaling pathways to regulate the transcription of its target genes. Thus, to gain insight into the mechanism by which CD44s induces tPA expression, we focused on the signaling pathways activated upon CD44s overexpression. 

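Genes of cytokine and receptor signaling were over-represented among the 941 genes higher in MCF7 CD44s cells at the paper's thresholds. Cytokine-cytokine receptor interaction held 30 of them out of 106 tested members, against 8.13 by chance (adjusted p = 4.02e-08, hypergeometric test). The TNF signaling pathway held 18 of 84, against 6.44 by chance (adjusted p = 0.00176). The calcium (22 of 128 genes, adjusted p = 0.00718), cAMP (22 of 131, adjusted p = 0.00854), Rap1 (24 of 155, adjusted p = 0.0139) and Ras (24 of 159, adjusted p = 0.0169) signaling pathways also passed. In camera, which sets a pathway against other genes, none of these pathways passed adjustment. Its adjusted p was 0.0806 for cytokine-cytokine receptor interaction (33 higher and 12 lower) and 0.839 for TNF signaling (24 and 14). For calcium signaling it was 0.839 (35 and 19) and for Ras signaling 0.959 (38 and 26). By GSEA, the adjusted p was 1.48e-04 for cytokine-cytokine receptor interaction and 0.103 for TNF signaling. The PI3K-Akt signaling pathway held 28 of its 231 tested genes, against 17.7 by chance (p = 0.00964 from the exact hypergeometric test, adjusted p = 0.0869), and the NF-kappa B signaling pathway 11 of 70 (p = 0.0166, adjusted p = 0.125). Among the 657 genes lower, none of the PI3K-Akt, Rap1 and calcium signaling pathways passed adjustment. PI3K-Akt signaling held 21 of the genes lower, against 12.1 by chance (p = 0.00899 from the exact hypergeometric test, adjusted p = 0.171). Rap1 signaling held 16 of them (p = 0.00678 from the same exact test, adjusted p = 0.158) and calcium signaling 14 (p = 0.00669 from the same exact test, adjusted p = 0.158). In all, 22 of 326 KEGG pathways passed an adjusted p under 0.05, and 14 signaling pathways an unadjusted p under 0.05. Of the 11 pathways in Figure 3A, 10 had an unadjusted p under 0.05 and 5 an adjusted p under 0.05, and mTOR signaling had a p of 0.0963.

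Receptors and ligands that feed into PI3K-Akt signaling were fixed as a list of their own, of which 107 were tested. Of these, 30 were higher and 19 lower in MCF7 CD44s cells (30 and 21 when adjusted over the list alone; camera adjusted p = 0.441). AREG, which encodes the EGF receptor ligand amphiregulin, rose to 46.2 ± 8.83 CPM from 7.54 ± 2.16 CPM (SD, n = 3 each), a log2 fold change of 2.62 (standard error 0.18, adjusted p = 1.03e-07). The fibroblast growth factor receptor FGFR2, which lies on chromosome 10, had a log2 fold change of 2.72 and the insulin receptor INSR one of 0.96. EFNA5, an ephrin, COL6A1, a chain of collagen VI, and the integrin subunit ITGB4 fell, with log2 fold changes of -1.49, -1.47 and -0.53.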

By analysing Kyoto Encyclopedia of Genes and Genomes (KEGG), CD44s overexpression resulted in significantly activated 11 pathways (Figure 3A), among which PI3K/Akt cascade was reported to be able to induce tPA expression (Chang et al., 2006; Huang et al., 2006). Similarly, Gene Set Enrichment Analysis (GSEA) analysis confirmed a significant positive enrichment of PI3K/Akt cascade-engaged gene sets in MCF7^CD44s^ group compared to MCF7^vector^ cells (Figure 3B). Accordingly, we speculated that PI3K/Akt axis might be involved in the CD44s-induced upregulation of tPA. 

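In MCF7 CD44s cells, 60 of the 231 tested genes of the KEGG PI3K-Akt pathway were higher and 44 lower (60 and 46 when adjusted over the list alone), and 127 did not pass the test. Of 116 genes of the core of the pathway, fixed as a list, 28 were higher and 24 lower (28 and 25 when adjusted over the list alone; camera adjusted p = 0.816). CDK6, a kinase of cell cycle entry, stood at 9.21 ± 0.732 CPM in MCF7 CD44s cells and 2.07 ± 0.416 CPM in MCF7 vector cells (SD, n = 3 each), a log2 fold change of 2.15 (standard error 0.20, adjusted p = 1.98e-06). The cyclin-dependent kinase inhibitor CDKN1A had a log2 fold change of 0.52 and the transcription factor CREB3L1 one of 1.18. PIK3R1, the regulatory subunit p85 alpha of PI3K, fell from 144 to 93.8 CPM and CREB3L2 had a log2 fold change of -0.70. AKT1 stood at 754 ± 11.1 CPM in MCF7 CD44s cells and 912 ± 20.1 CPM in MCF7 vector cells (SD, n = 3 each), a log2 fold change of -0.28 (adjusted p = 4.45e-04 from edgeR). AKT2 had a log2 fold change of -0.08 (adjusted p = 0.368), and AKT3, with 1 to 8 counts per library, was not tested.

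Preranked GSEA by signal-to-noise ratio gave the KEGG pathway a normalized enrichment score of 1.31 (p = 0.0375 by permutation of genes, adjusted p = 0.336 over 295 pathways). In camera, which sets the genes of the pathway against all others, the p was 0.656, and 0.679 with an estimated correlation. The test fry, which asks only whether the genes move on balance one way, gave a p of 0.0779. For change in either direction fry gave a p of 1.10e-05. That p does not set the pathway against other genes, and 33.9% of all tested genes were higher or lower, so it does not single out this pathway. GSEA that ranked genes by the quasi-likelihood statistic gave a score of 1.23 (p = 0.0825 by permutation of genes). The GSEA p does not come from permutation of libraries.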

As expected, our western blot results showed that the phosphorylation level of Akt (Ser473) was markedly increased in CD44s overexpression cells (Figure 3C). Moreover, the PI3K/Akt pathway inhibitor LY294002 could impair the CD44s-triggered tPA upregulation both in mRNA and protein levels (Figures 3D, E). Collectively, we identified that CD44s might regulate tPA expression through PI3K/Akt axis to promote BrCa progression.

**FIGURE 3:**
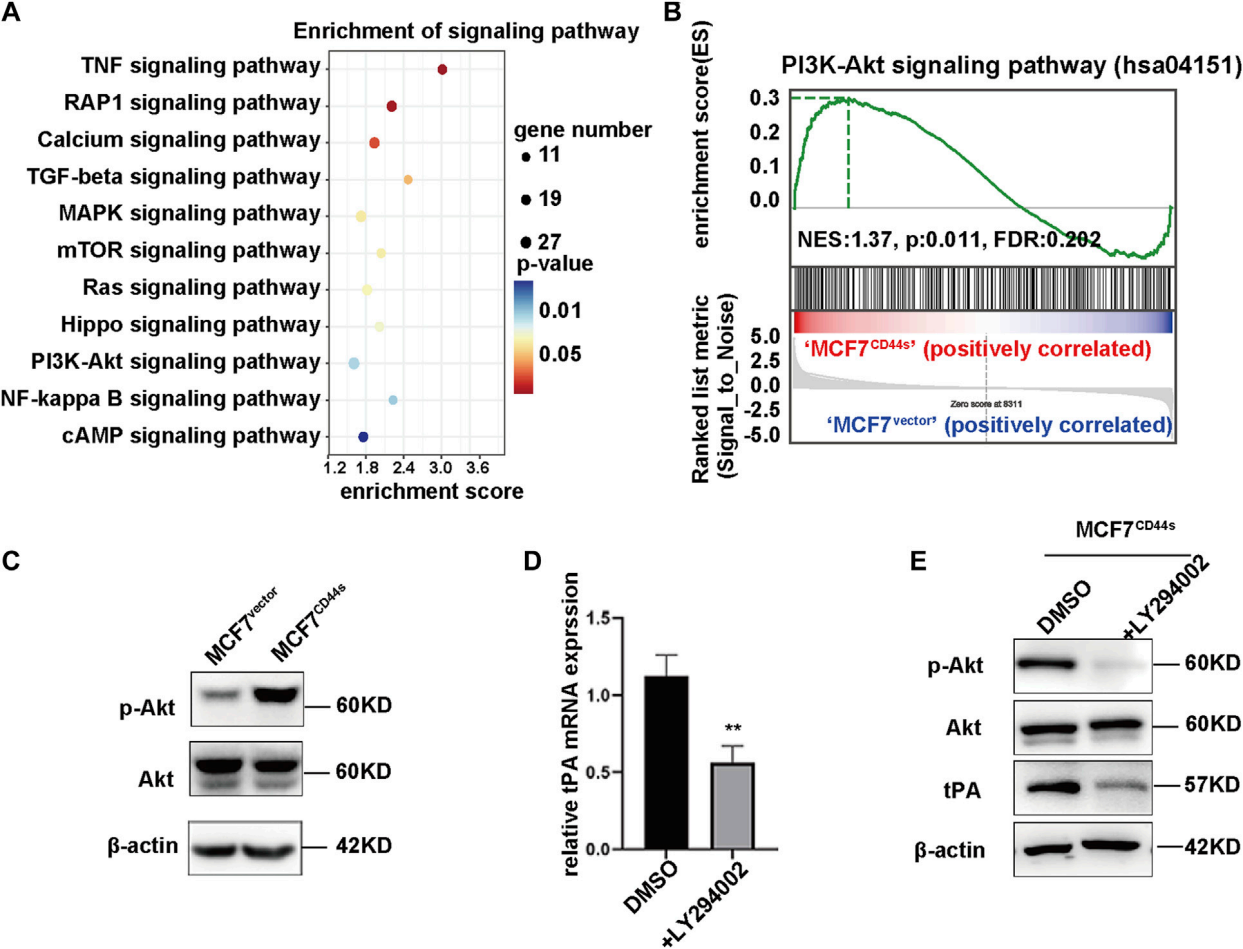
CD44s induces transcriptional regulation of tPA through PI3K/AKT signaling pathway. **(A)** KEGG analysis of activated signaling pathways in MCF7^CD44s^ group compared with MCF7^vector^ group. **(B)** Gene set enrichment analysis (GSEA) enrichment plots of the hallmark of PI3K/Akt gene sets in MCF7^CD44s^ compared with MCF7^vector^. FDR, false discovery rate. NES, normalized enrichment score. **(C)** Analysis of phosphorylation of Akt, total Akt protein levels in MCF7^vector^ and MCF7^CD44s^ cells by western blot. **(D)** Analysis of relative mRNA levels of tPA in control and PI3K inhibitor (LY294002, 20 µM) pretreated MCF7^CD44s^ cells by qPCR. **(E)** Analysis of phosphorylation of Akt, total Akt and tPA protein levels in control and PI3K inhibitor pretreated MCF7^CD44s^ cells by western blot.

### 3.4 Membrane-receptor LRP1 is responsible for the stimulatory effect of CD44s-tPA on lamellipodia formation

The aforementioned findings indicated that CD44s-tPA regulated lamellipodia formation. However, the mechanism linking CD44s-tPA to lamellipodia was still obscure. It was well accepted that tPA could act as a cytokine and transduce its signal through interacting with cell membrane receptors such as EGFR, Annexin A2 and LRP1 (Díaz et al., 2004; Ortiz-Zapater et al., 2007; Salama et al., 2019). To unravel the role of its membrane receptors in CD44s-tPA induced lamellipodia formation, we utilized their inhibitors, AG1748 (inhibitor for EGFR), LCKLSL (inhibitor for Annexin 2A) and RAP (receptor-associated protein, inhibitor for LRP1), respectively. Results showed that the migration rate and the proportion of lamellipodia positive cells elevated by CD44s overexpression were dramatically abrogated by RAP, a molecule that binds to LRP1 and blocks its interactions with all known ligands (Figures 4A, B), while no significant difference was observed in AG1748 or LCKLSL-pretreated groups. Furthermore, similar results were also obtained by knocking down LRP1, that is, the silence of LRP1 could attenuate the promotion of lamellipodia protrusions caused by CD44s overexpression (Figures 4D, E), while LRP1 knockdown in MCF7^vector^ cells did not affect lamellipodia formation (Supplementary Figure S5). Taken together, these data suggested that LRP1 was involved in CD44s-tPA-mediated lamellipodia induction in MCF7 cells.

**FIGURE 4:**
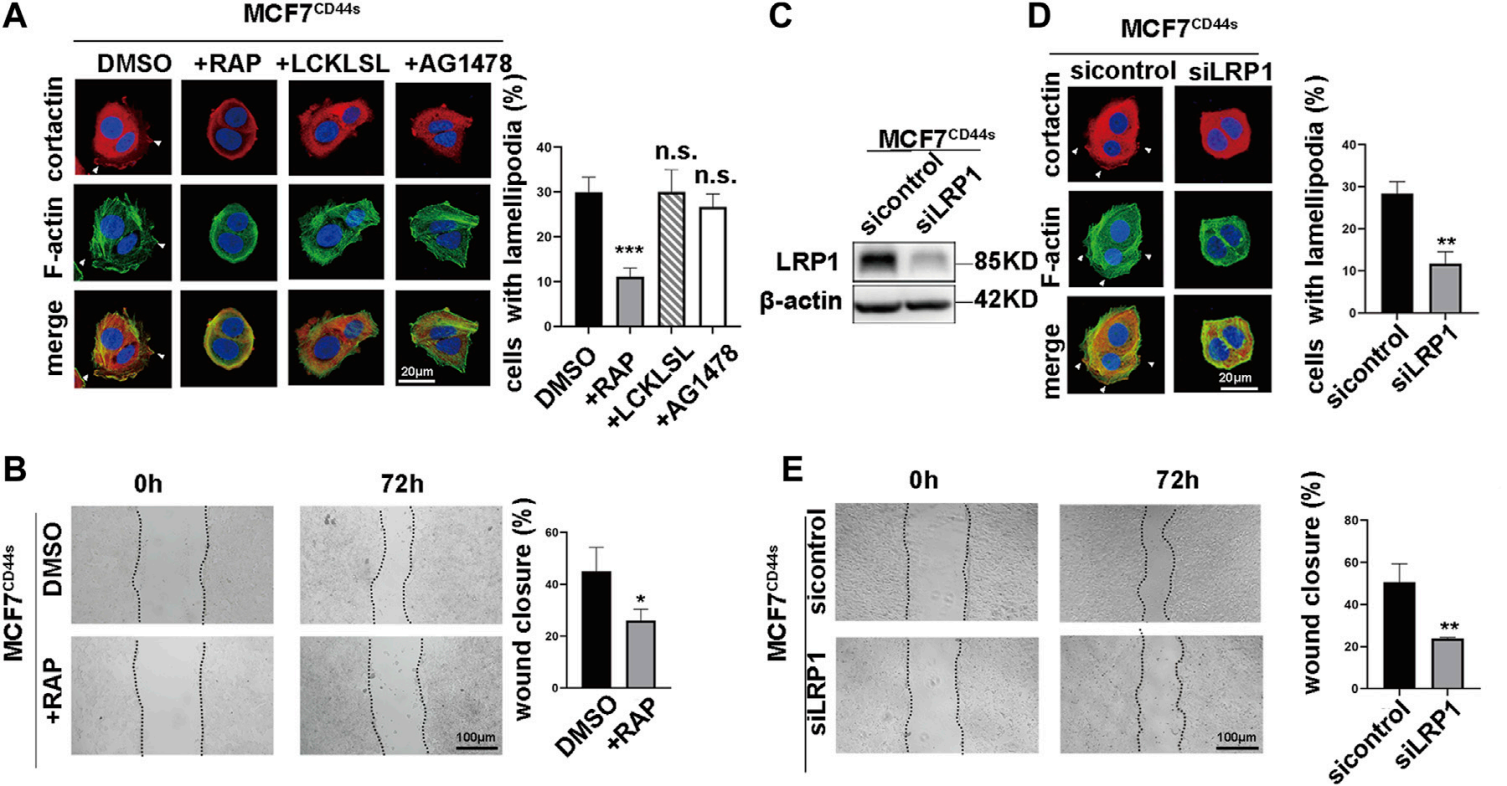
Membrane-receptor LRP1 is responsible for the stimulatory effect of CD44s-tPA on lamellipodia formation **(A)** The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in control and LRP1 inhibitor (RAP, 200 nM), Annexin A2 inhibitor (LCKLSL, 2.5 µM), and EGFR inhibitor (AG1478, 10 µM) pretreated CD44s-overexpressing MCF7 cells. The elongated lamellipodia are highlighted by the arrows. The proportion of cells with lamellipodia in control and RAP, LCKLSL, and AG1478 pretreated groups were calculated from triplicate independent experiments, means ± SD from triplicate experiments were plotted. **(B)** Representative images and quantitative analysis of migration assay showing the wound closure rate of control and RAP pretreated MCF7^CD44s^ cells. The means ± SD of wound closure rates from triplicate experiments were plotted. **(C)** Analysis of LRP1 expression in control and LRP1 knockdown MCF7CD44s cells. **(D)** Representative images and quantitative analysis of migration assay showing the wound closure rate of control and LRP1 knockdown MCF7^CD44s^ cells. The means ± SD of wound closure rates from triplicate experiments were plotted. **(E)** Representative images and quantitative analysis of migration assay showing the wound closure rate of control and LRP1 knockdown MCF7^CD44s^ cells. The means ± SD of wound closure rates from triplicate experiments were plotted. n. s. Indicates no significant, **p < 0.01, ***p < 0.001.

### 3.5 tPA/LRP1 axis enhances the lamellipodia formation through NFκB signaling pathway

Next, we searched for the downstream cascades of CD44s-tPA/LRP1 that induce the lamellipodia formation. 

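Of 35 tested genes that NF-κB is known to induce, 17 were higher and 1 was lower in MCF7 CD44s cells (19 and 2 when adjusted over the list alone), with a median log2 fold change of 0.42. The list had an adjusted p of 8.76e-06 from camera against other genes, and this call was lost with an estimated correlation (adjusted p = 0.345). Of the 35 genes, 10 are also components of the pathway. MMP9, a matrix metalloproteinase, stood at 6.97 ± 1.28 CPM in MCF7 CD44s cells and 1.56 ± 0.143 CPM in MCF7 vector cells (SD, n = 3 each), a log2 fold change of 2.16 (standard error 0.22, adjusted p = 5.50e-06). Of the exonic bases of MMP9, 18.4% are shared with a gene on the opposite strand. NFKBIA, the inhibitor IκBα, and NFKB2, the precursor of p52, which lies on chromosome 10, had log2 fold changes of 0.77 and 0.97. The early response gene IER3 had a log2 fold change of 1.37, where 26.5% of its exonic bases are shared with another gene.

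Of 66 tested components of the pathway, 11 were higher and 11 lower (11 and 11 when adjusted over the list alone; camera adjusted p = 0.994). LTB, which encodes lymphotoxin beta and is also on the target list, stood at 2.29 ± 0.485 CPM in MCF7 CD44s cells and 0.106 ± 0.0425 CPM in MCF7 vector cells (SD, n = 3 each), and the stress gene GADD45G, on chromosome 9, had a log2 fold change of 1.22. IL1R1, the interleukin 1 receptor, fell from 62.8 to 11.8 CPM, the adaptor CARD14 had a log2 fold change of -1.13 and TAB2 one of -0.32. RELA, which encodes p65, stood at 122 ± 4.01 and 118 ± 6.79 CPM (SD, n = 3 each; adjusted p = 0.551 from edgeR). Of 40 other genes of TNF signaling, 11 were higher and 5 lower (15 and 9 when adjusted over the list alone; camera adjusted p = 0.394), including the cytokine LIF at a log2 fold change of 1.29.

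Of 70 tested genes of the KEGG NF-kappa B pathway, 14 were higher and 11 lower (14 and 11 when adjusted over the list alone). GSEA gave this pathway a normalized enrichment score of 1.30 (p = 0.0904 by permutation of genes, adjusted p = 0.437) by signal-to-noise ratio, and 0.96 (p = 0.524) by the quasi-likelihood statistic. In camera its p was 0.726, and 0.673 with an estimated correlation, and fry gave 0.0668 for one direction. For either direction fry gave 3.60e-05, which again does not set the pathway against other genes.

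**Figure D2:**
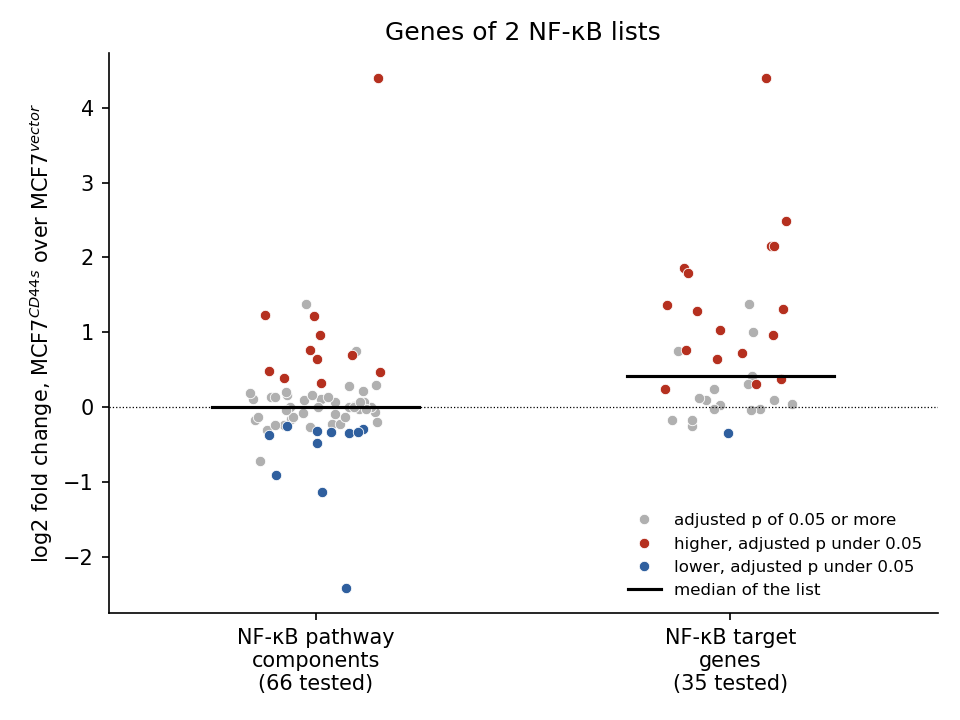
The log2 fold change of MCF7 CD44s over MCF7 vector cells for each tested gene of the NF-κB pathway components (66 genes) and of the NF-κB target genes (35 genes). Each point is 1 gene, red or blue where higher or lower at an adjusted p under 0.05 and grey otherwise, and each bar is the median of a list, 0.01 for components and 0.42 for target genes.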

The result of KEGG and GSEA analysis of transcription data between control and CD44s overexpression MCF7 cells showed that NF-κB was one of the drown-stream signaling pathways of CD44s (Figure 3A; Figure 5A). Meantime, it has been hypothesized that tPA/LRP1 pathway was capable of activating NF-κB, which was reported to play a critical role in the formation of lamellipodia (Zhang et al., 2007; Guo et al., 2014). Thus, we presumed that the NFκB signaling pathway may be involved in oncogenic phenotype induced by CD44s-tPA/LRP1 axis. Given that phosphorylation of p65 (Ser536) is an indicator of NFκB pathway activation, we detected whether tPA/LRP1 could regulate the level of phosphorylated p65. As shown in Figures 5B, C, interference of LRP1 either by its inhibitor RAP or knocking down LRP1 could significantly suppress CD44s-induced p65 phosphorylation in MCF7 cells. To further confirm the contribution of NFκB signaling pathway to CD44s-tPA/LRP1-mediated lamellipodia outgrowth, we next investigate whether the inhibition of NFκB pathway affects the activated lamellipodia formation by CD44s overexpression. Our results indicated that the proportion of lamellipodia-positive cells was reduced when NFκB was inhibited (Figures 5D, E) and inhibition of NFκB had no effect on lamellipodia formation in MCF7^vector^ cells (Supplementary Figure S5). Consistent with this finding, CD44s-stimulated migration was also prevented by inactivation of NFκB (Figure 5F). These results suggested that NFκB signaling pathway was required for CD44s-tPA/LRP1 induced lamellipodia extension.

**FIGURE 5:**
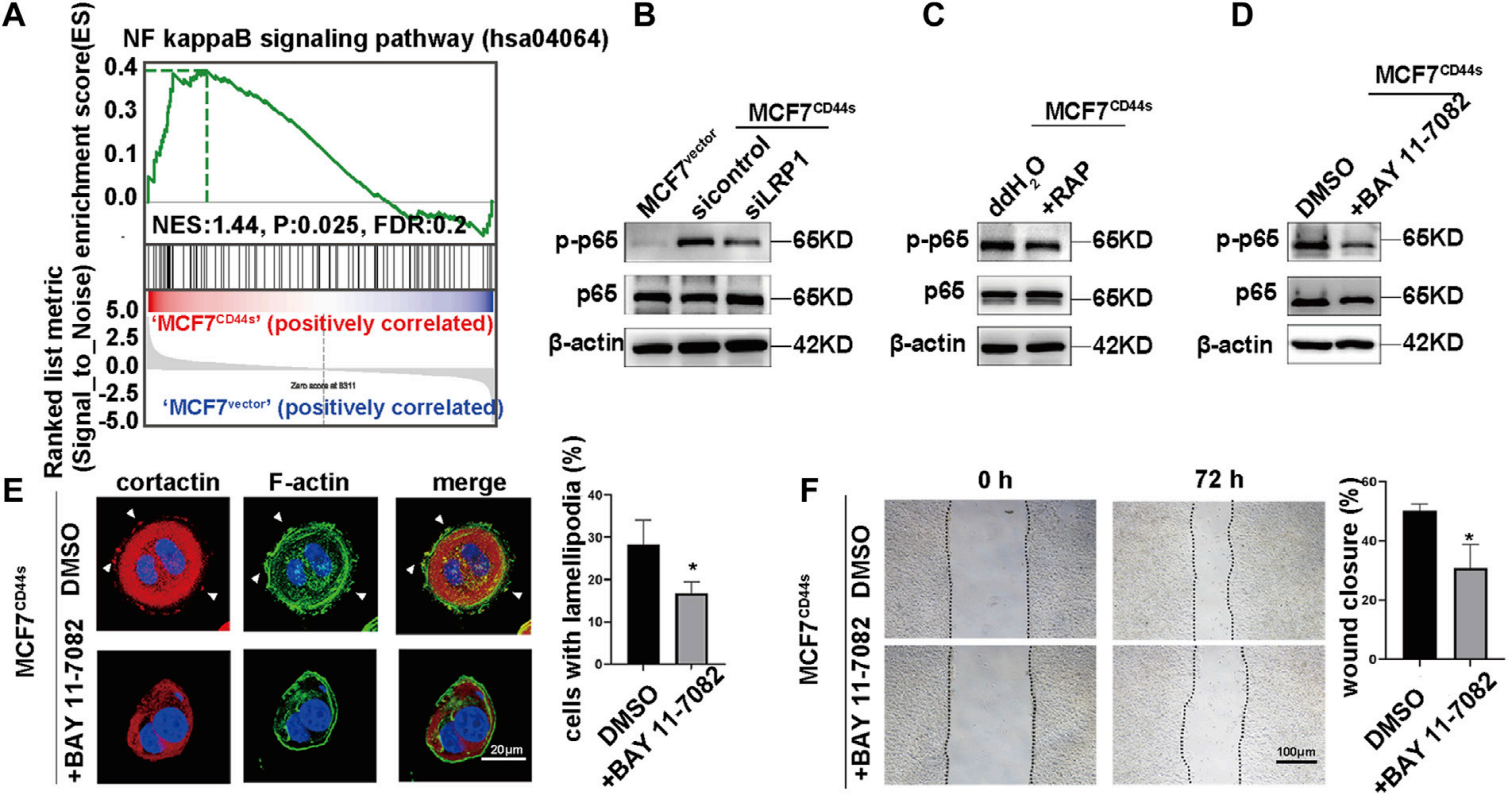
tPA/LRP1 axis enhances the lamellipodia formation through NFκB signaling pathway. **(A)** Gene set enrichment analysis (GSEA) enrichment plots of the hallmark of NFκB gene sets in MCF7^CD44s^ compared with MCF7^vector^ groups. **(B)** Analysis of phosphorylation of p65, total p65 protein levels in MCF7^vector^, MCF7^CD44s^, and LRP1 knockdown MCF7^CD44s^ cells by western blot. **(C)** Analysis of phosphorylation of p65, total p65 protein levels in control and RAP pretreated MCF7^CD44s^ cells by western blot. **(D)** Analysis of phosphorylation of p65, total p65 protein levels in control and NFκB pathway inhibitor (BAY 11-7082, 10 µM) pretreated MCF7^CD44s^ cells by western blot. **(E)** The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in control and BAY 11-7082 pretreated CD44s-overexpressing MCF7 cells. The elongated lamellipodia are highlighted by the arrows. The proportion of cells with lamellipodia in control and BAY 11-7082 pretreated groups were calculated from triplicate independent experiments, means ± SD from triplicate experiments were plotted. **(F)** Representative images and quantitative analysis of migration assay showing the wound closure rate of control and BAY 11-7082 pretreated MCF7^CD44s^ cells. The means ± SD of wound closure rates from triplicate experiments were plotted. *p < 0.05.

## 4 Discussion

Although CD44 has been extensively studied in context of cancer migration, few researches have been carried out to explore its role in regulating lamellipodia outgrowth in cancer migration. In this study, we identified that CD44s-tPA axis enhanced lamellipodia formation process *via* activating LRP1-NFκB signaling pathway in luminal type breast cancer (BrCa). Indeed, we have previously reported that CD44 was located at the leading edges of luminal type BrCa cells during collective migration and cells with high CD44 expression exhibited higher migration rate than those with low levels (Yang et al., 2019). Consistent with our findings, other studies have shown that CD44 is connected to the process of lamellipodia outgrowth in various types of cells. For example, knockout of CD44 in mouse bone marrow cells dramatically reduced the formation of lamellipodia induced by TNF-α and anti-CD44 antibody could abolish the HA-mediated lamellipodia information in mouse mammary epithelial cells (Oliferenko et al., 2000; Suzuki et al., 2002). To this end, we attempt to clarify the mechanism by which CD44 facilitates lamellipodia outgrowth in luminal type BrCa. First, we established two CD44s overexpression BrCa cell lines initially displaying low CD44s expression to observe whether CD44s had direct effect on cell lamellipodia formation. Unsurprisingly, overexpression of CD44s prompted the lamellipodia extension in BrCa cells.

Next, to ask for the CD44s involved mechanism in lamellipodia growing up, we compared the transcriptomic profiles between MCF7^vector^ and MCF7^CD44s^ cells. We identified that tissue type plasminogen activator (tPA) was a critical downstream target of CD44s. Moreover, we also identified that the downstream signaling pathway of CD44s was PI3K/Akt cascade. In fact, previous study has reported that tPA activation was associated with PI3K/Akt signaling (Huang et al., 2006), we then asked whether CD44s regulates tPA through PI3K/Akt pathway. Our results showed that the inhibition of PI3K/Akt axis decreased the CD44s-triggered tPA upregulation, implying that CD44s may regulate tPA by activating PI3K/Akt signaling pathway.

tPA is a serine protease that catalyzes the activation of plasminogen. Recently, some studies have connected tPA with cancer progression (Díaz et al., 2002; Roda et al., 2009; Salama et al., 2019; Noh et al., 2021). For instance, reports show that tPA modulates cancer cells proliferation, migration, invasion and angiogenesis through activation of tPA membrane receptors (Díaz et al., 2002; Díaz et al., 2004; Ortiz-Zapater et al., 2007). In the present study, we illustrated that knockdown of tPA hampered the lamellipodia outgrowth induced by CD44s in BrCa cells, indicating that CD44s-tPA may act as a novel axis to regulate cancer cell membrane protrusions. As studies have proved that tPA has to interact with its receptors to serve as a modulator, we next identify the receptor in lamellipodia outgrowth. Our experiments showed that the blocking of LDL receptor related protein 1 (LRP1) rather than inhibition of EGFR or Annexin A2, abolished the lamellipodia formation upregulated by CD44s-tPA in MCF7 cells. In fact, previous studies have demonstrated that EGFR and Annexin A2 were presumed to be involve in lamellipodia formation (den Hartigh et al., 1992; He et al., 2019; Filipenko and Waisman, 2001). We reasoned that it might be attributed to cell-type properties, especially the relatively low expression of EGFR and Annexin A2 in MCF7 cells (Sharma et al., 2010; Liao et al., 2019). Meanwhile, a previous study reported that LRP1 was involved in cancer cell migration and invasion, which was consistent with our findings (Tian et al., 2019). Anyway, our study suggested that LRP1 might be the mediator of tPA in luminal type BrCa cells lamellipodia outgrowth.

LRP1 is a multifunctional receptor implicated in both endocytosis and signaling pathways (Van Gool et al., 2015). Evidence shows that LRP1 is highly expressed in multiple types of cancers and is closely associated with cancer metastasis (Tian et al., 2019; Xue et al., 2022). As one of its ligands, tPA is reported to be able to induce LRP1 tyrosine phosphorylation, which in turn facilitates the subsequent signaling pathways (Hu et al., 2007). Our present study indicated that CD44s-tPA/LRP1 might be connected to an axis which can induce BrCa protrusion outgrowth. To further explore the target pathway responsible for such axis, we next analyzed the transcriptomic data and found that NFκB signaling was a candidate in CD44s-induced lamellipodia outgrowth. Our data showed that CD44s upregulation in MCF7 cells could activate tPA/LRP1-NFκB axis to facilitate lamellipodia formation, which was supported by the results that lamellipodia formation was attenuated after inhibiting NFκB. This result was in according with a previous study which showed that NFκB ablation could suppress the lamellipodia formation (Guo et al., 2014).

Overall, the present study unveiled a novel role of CD44s in regulating lamellipodia outgrowth through tPA/LRP1-NFκB axis in luminal type BrCA cells (Figure 6). Our results may be helpful to the identification of new candidates for BrCa future targeted therapies.

**FIGURE 6:**
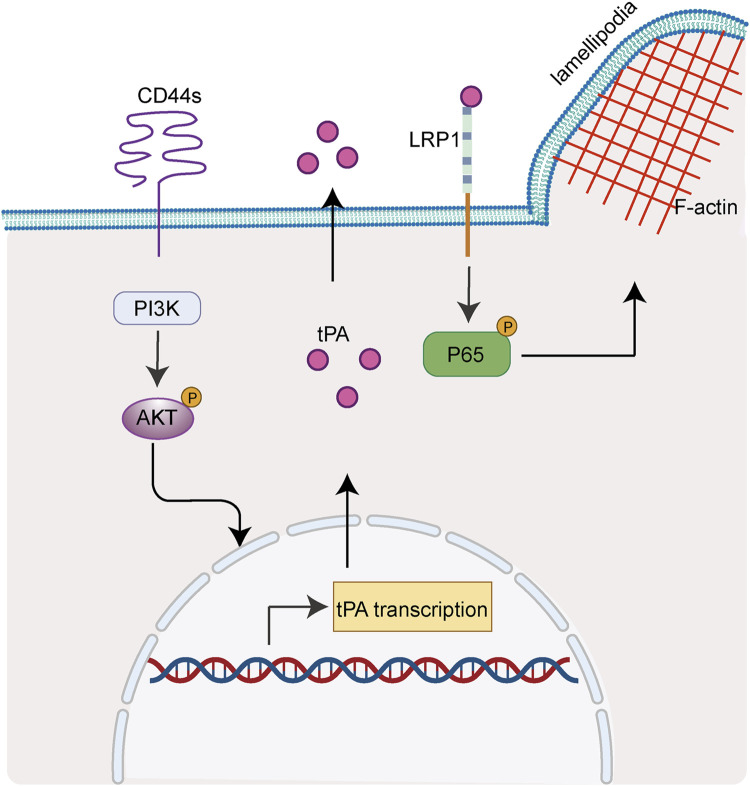
CD44s drives lamellipodia formation through PI3K-Akt-tPA/LRP1-NFκB cascade. Scheme summarizing the proposed mechanism by which CD44s drives lamellipodia formation in luminal type BrCa. We propose that CD44s upregulates tPA through PI3K/Akt signaling pathway, thus activating its membrane-receptor LRP1 and subsequently its drown-stream NFκB axis, ultimately leading to the outgrowth of lamellipodia.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI GEO and GSE233209 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE233209).

# Supplementary material for: CD44s-activated tPA/LRP1-NFκB pathway drives lamellipodia outgrowth in luminal-type breast cancer cells
**Source:** Front Cell Dev Biol. 2023 Sep 28;11:1224827. doi: 10.3389/fcell.2023.1224827
**Supplement:** Supplementary file 1

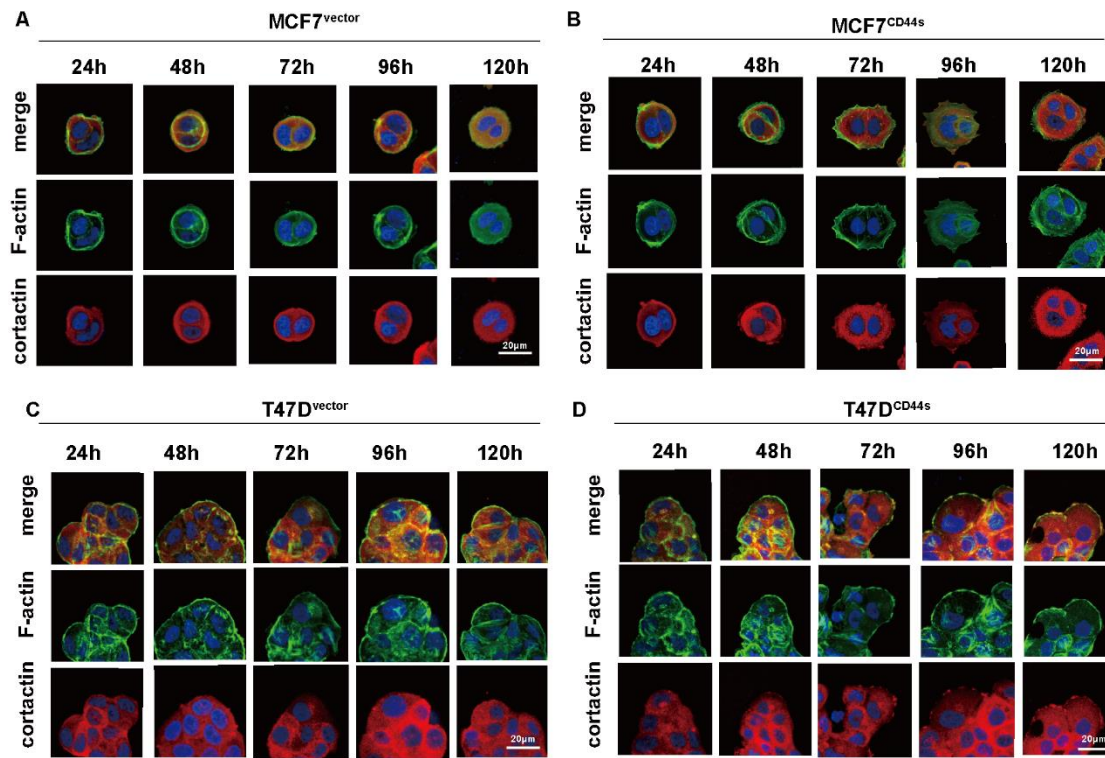

Fig. S1 The time course of lamellipodia formation in MCF7^{vector}, MCF7^{CD44s}, T47D^{vector}, and T47D^{CD44s} cells

(A)-(D) MCF7^{vector}, MCF7^{CD44s}, T47D^{vector}, and T47D^{CD44s} cells were seeded on the coverslips for 24h, 48h, 72h, 96h, and 120h. The distribution patterns of cortactin (red) and F-actin (green) were demonstrated by immunofluorescence staining in these cells.

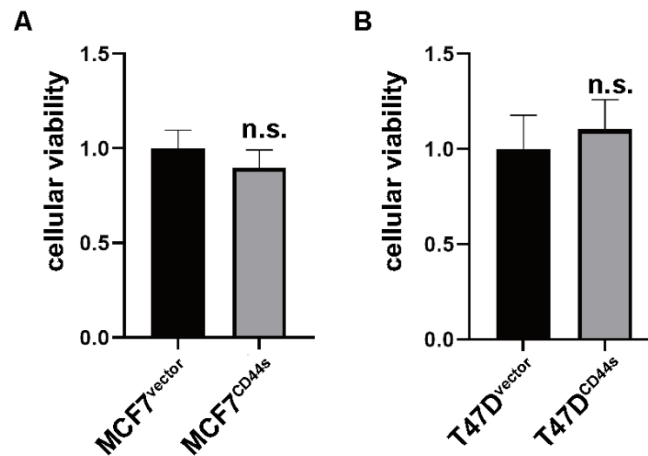

Fig. S2 The effect of CD44s on cell proliferation in MCF7 and T47D cells

(A) The cellular viability of MCF7^{vector} and MCF7^{CD44s} cells when incubated in medium plus 1% FBS for 72 h. (B) The cellular viability T47D^{vector}, and T47D^{CD44s} cells when incubated in medium plus 1 % FBS for 72 h.

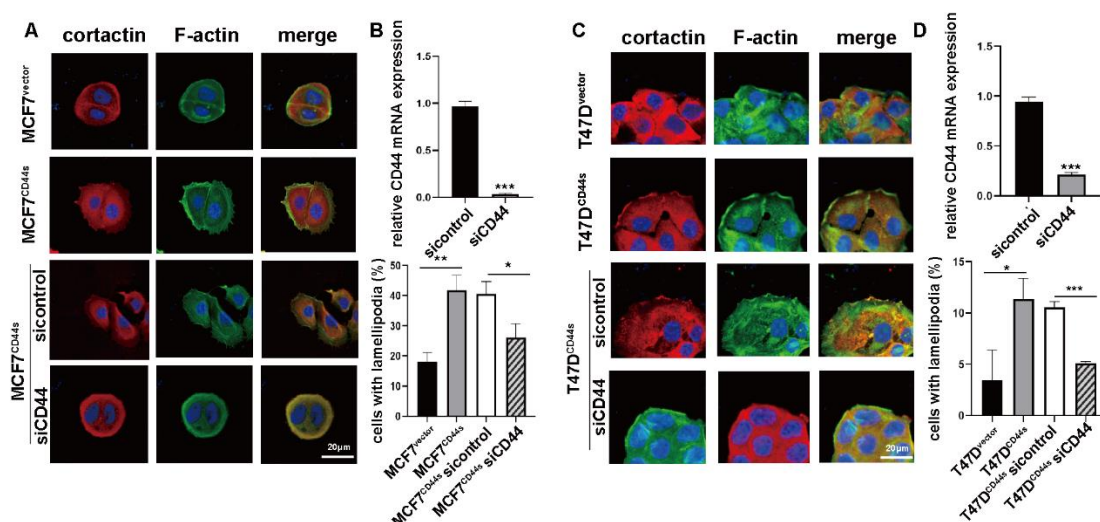

Fig. S3 loss-of-function experiment by knocking down CD44 in CD44s over-expressing MCF7 and T47D cells

(A) The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in MCF7^{vector}, MCF7^{CD44s}, MCF7^{CD44s} sicontrol and MCF7^{CD44s} siCD44 cells. The proportion of cells with lamellipodia in each group was calculated from triplicate independent experiments, means $\pm$ SD from triplicate experiments were plotted. (B) and (D) The knockdown efficiency of CD44 in MCF7^{CD44s} and T47D^{CD44s} cells, respectively. (C) The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in T47D^{vector}, T47D^{CD44s}, T47D^{CD44s} sicontrol and T47D^{CD44s} siCD44 cells. *p < 0.05, **p < 0.01, ***p < 0.001.

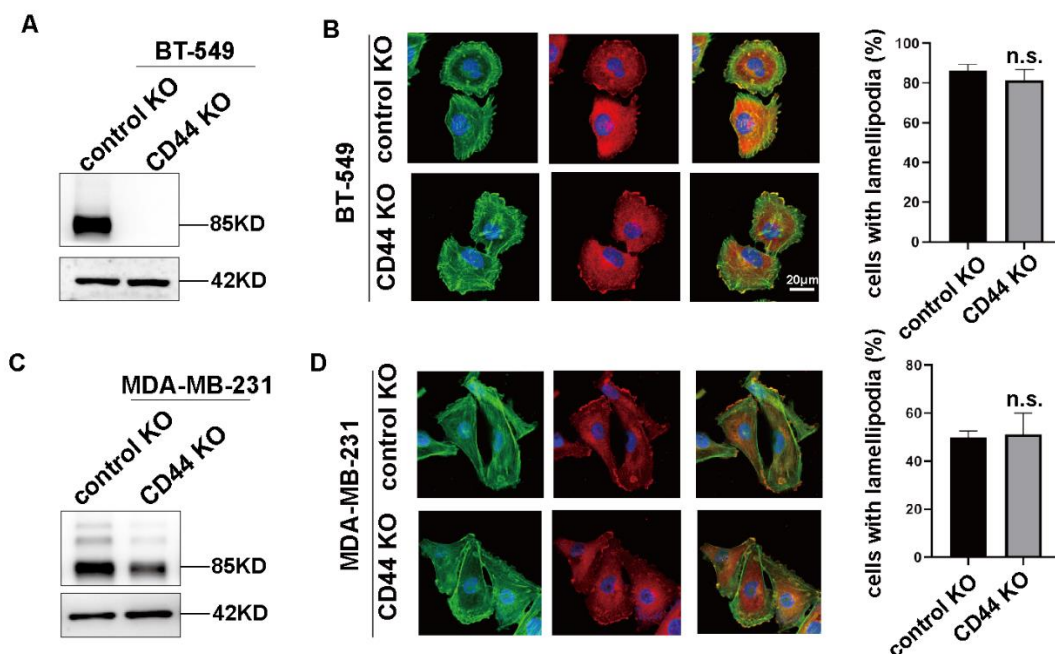

Fig. S4 The effect of CD44 in lamellipodia formation of basal-like breast cancer cells

(A) and (C) The efficiency of CD44 knockout in BT-549 and MDA-MB-231 cells. (B)

The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in BT-549 control and CD44 knockout cells. The proportion of cells with lamellipodia in BT-549 control and CD44 knockout groups were calculated from triplicate independent experiments, means $\pm$ SD from triplicate experiments were plotted. (D) The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in MDA-MB-231 control and CD44 knockout cells. n.s. indicates no significant.

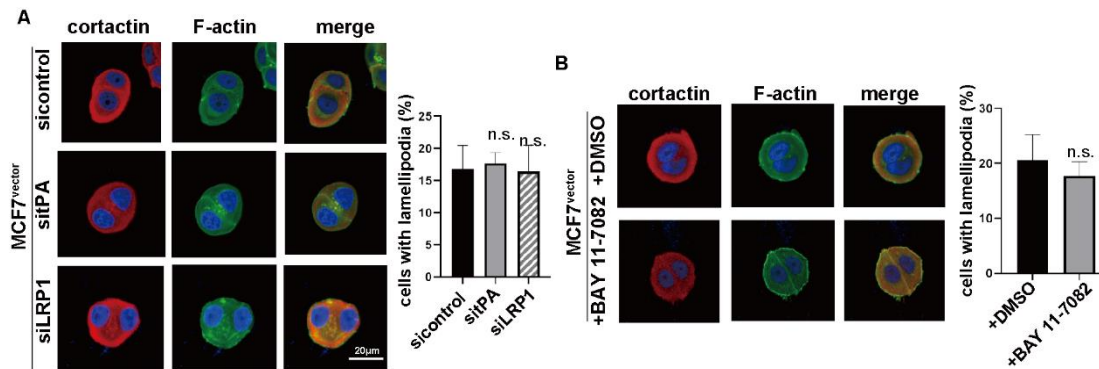

Fig. S5 The effect of tPA, LRP1, and NFKB signaling on lamellipodia formation in MCF7^{vector} cells

(A) and (B) The distribution patterns of cortactin (red) and F-actin (green) demonstrated by immunofluorescence staining in MCF7^{vector} sicontrol, MCF7^{vector} sitPA, MCF7^{vector} siLRP1 MCF7^{vector} DMSO, and MCF7^{vector} BAY 11-7082 cells. The proportion of cells with lamellipodia in each group was calculated from triplicate independent experiments, means $\pm$ SD from triplicate experiments were plotted. n.s. indicates no significant.

primers	sequence
ACKR3 forward	CCAAGACCACAGGCTATGACAC
ACKR3 reverse	TGGTTGTGCTGCACGAGACTGA
THBS1 forward	GCTGGAAATGTGGTGCTTGTCC
THBS2 reverse	CTCCATTGTGGTTGAAGCAGGC
RET forward	GTCTCTTGCTCCACTTCAACG
RET reverse	CCTGGCAGTTTTCCACACAGAC
EPHA4 forward	ACCAAGCAGTGCGAGAGTTTGC
EPHA4 reverse	CTCTCTTGCCAGGCACTTTGAG
LOXL2 forward	TGACTGCAAGCACACGGAGGAT
LOXL2 reverse	TCCGAATGTCCTCCACCTGGAT
BMP7 forward	GAGTGTGCCTTCCCTCTGAACT
BMP7 reverse	AGGACGGAGATGGCATTGAGCT
SMAD7 forward	TGTCCAGATGCTGTGCCTTCCT

SMAD7 reverse	CTCGTCTTCTCCTCCCAGTATG
SLC7A5 forward	GCCACAGAAAGCCTGAGCTTGA
SLC7A5 reverse	ATGGTGAAGCCGATGCCACACT
FUT8 forward	GACAGAACTGGTTCAGCGGAGA
FUT8 reverse	GCAGTAGACCACATGATGGAGC
FGFR4 forward	AACACCGTCAAGTTCCGCTGTC
FGFR4 reverse	CATCACGAGACTCCAGTGCTGA
L1CAM forward	TCGCCCTATGTCCACTACACCT
L2CAM reverse	ATCCACAGGGTTCTTCTCTGGG
CD44 forward	CTGCCGCTTTGCAGGTGTA
CD44 reverse	CATTGTGGGCAAGGTGCTATT
tPA forward	TGGTGCTACGTCTTTAAGGCGG
tPA reverse	GCTGACCCATTCCCAAAGTAGC
GAPDH forward	GTCTCCTCTGACTTCAACAGCG
GAPDH reverse	ACCACCCTGTTGCTGTAGCCAA

supplementary table 1: The primer sequences for qPCR

How the deposited data were processed for this re-analysis (not part of the article)

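RNA-seq measured mRNA in MCF7 luminal breast cancer cells that stably carry CD44s cDNA (MCF7 CD44s, 3 libraries) or the empty vector (MCF7 vector, 3 libraries). The sample labels name a SMARTer mRNA-seq kit, and the libraries were sequenced on an Illumina NovaSeq instrument. The authors counted reads per gene with HTSeq-count and tested genes with DESeq, at a fold change over 1.5 with p under 0.05. Their notes name the genome GRCh38. The aligner, the gene annotation and the strand setting of the counting are not given in the sources used here. The deposited table holds raw counts, which are whole numbers, with GO and KEGG annotation for each gene. It lists 16339 genes, with no gene at 0 in all libraries and no mitochondrially encoded gene, and has 0 columns of other samples. Genes with no reads are therefore not covered.

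Total counts ranged from 34256367 to 35612380, with medians of 34998007 in MCF7 CD44s and 34672672 in MCF7 vector cells. Genes were kept by edgeR's filterByExpr (version 4.0.16, R 4.3.3), which left 13039. Counts were normalized by TMM, with factors of 0.992 to 1.007, and tested by glmQLFit and glmQLFTest on condition alone. The common biological coefficient of variation was 9.90%, which holds for these libraries and not for separate lines. Standard errors are the size of the log2 fold change divided by the square root of F. Intervals of count ratios are at 95% and cover counting error only. The replicate numbers were checked as a pairing and did not pair the libraries, with correlations of 0.211, -0.0254 and -4.86e-04 between libraries of the same number, so no block was used. Gene positions are from GENCODE release 29.

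Gene sets were the KEGG pathways and GO terms of the deposited table, and lists written from general knowledge: the study's own 13 migration genes, the plasminogen system, tPA receptors, core genes and ligands or receptors of PI3K-Akt signaling, NF-κB components, NF-κB targets, other TNF pathway genes, mesenchymal and epithelial markers, estrogen receptor targets, basal or stem cell markers, lamellipodia, TGFβ and BMP response, FGF signaling, hyaluronan and CD44, proliferation, interferon response, hypoxia and glycolysis, amino acid stress, cholesterol and lipid synthesis, heat shock, MCF7 markers, and markers of fibroblasts, of basal cell lines, of immune and endothelial cells and of HEK293 packaging cells. Lists were tested with camera (limma 3.58.1) at a preset inter-gene correlation of 0.01 and with an estimated one, adjusted over all lists, and pathways also with fry and with preranked GSEA (fgsea 1.28.0, sets of 15 to 500 genes). Median, mean and camera direction differ in sign for the lists of lamellipodia, NF-κB components, the PI3K-Akt core, hyaluronan and CD44, MCF7 markers, tPA receptors and amino acid stress. Over-representation was tested with the hypergeometric distribution against tested genes that carry an annotation, for terms with at least 5 tested genes.

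The named genes were set by a rule: every gene the paper names in these assays; the 12 largest rises and 12 largest falls with an adjusted p under 0.05, a mean log2 CPM of at least 1 and no overlap between groups; and in each list up to 4 members with the smallest adjusted p in each direction. Exonic overlap with other genes was computed for each named gene. Alternatives were DESeq2 1.42.0, RLE size factors, library totals only, no filter, at least 10 counts in every library, a block of replicate numbers, leaving out each library, other thresholds, other backgrounds and other set tests. On simulated counts with 12921 genes tested, 66 genes were changed 1.5-fold, 65 genes 2-fold and 66 genes 4-fold. Of these, edgeR recovered 66.7%, 93.8% and 100%, and DESeq2 68.2%, 95.4% and 100%. Of the calls made by edgeR there, 9.04% were of genes not changed, and of those by DESeq2 12.2%. Far fewer genes were changed there than the 33.9% called in the real libraries, so these shares need not hold for the real calls. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.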

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

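The tests of chromosomes 9 and 10, on gene length, GC content and expression level, single libraries, stretches, a few regulated genes and chromosome copies, were chosen only after their results were seen. The results here come from a gene list, pathways and chromosomes that the paper does not report on, although RET, which is on the estrogen receptor list and on chromosome 10, is among its migration genes. Of 38 tested targets of the estrogen receptor, 19 were higher and 11 lower in MCF7 CD44s cells (20 and 12 when adjusted over the list alone; camera adjusted p = 2.01e-04, and 0.317 with an estimated correlation). CELSR2, an atypical cadherin, stood at 407 ± 27.8 CPM in MCF7 CD44s cells and 165 ± 8.71 CPM in MCF7 vector cells (SD, n = 3 each), while IGFBP5, which binds insulin-like growth factors, fell from 1007 to 334 CPM. In camera across KEGG pathways, the viral protein interaction with cytokine pathway (23 genes, 10 higher and 2 lower) and the ribosome (126 genes, 48 higher and 5 lower) had an adjusted p of 0.00271 each. Type I diabetes mellitus (15 genes, 7 higher and 1 lower) had one of 0.00782. With an estimated correlation the adjusted p was 0.965 for all 3 pathways.

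Genes of chromosomes 9 and 10 had the highest median log2 fold changes of all chromosomes, 0.30 and 0.34, and of 1021 genes tested there 502 were higher and 68 lower (p = 1e-04 by permutation of chromosome labels, the smallest that 10000 permutations can give). The shift is not particular to them, since chromosomes 7, 8 and 14 lay above the others with the same p (medians of 0.12, 0.15 and 0.08), chromosomes 2, 4, 5, 15, 18 and X lay below with the same p (medians of -0.15 to -0.09), and the first 50 Mb of chromosome 8, which hold PLAT, had medians of 0.35 to 0.46 per 10 Mb. After a line on transcript length, GC content and expression level was taken off, the difference of medians between chromosomes 9 and 10 and the rest was 0.333, and the smallest over fits that leave out 1 library was 0.329, which argues against these biases and against 1 library as the whole cause, and a share of 80.2% of genes above 0 argues against a few regulated genes. Of 26 stretches of 10 Mb, 80.8% lay above the median of the other chromosomes, which was -0.02. Chromosome 10 up to 40 Mb had medians of -0.32 to -0.01, and chromosome 9 up to 30 Mb -0.19 to -0.01. Beyond these points, medians per stretch were 0.20 to 0.50 on chromosome 10 and 0.12 to 0.38 on chromosome 9. The rise thus lay in a part of each chromosome and not along its whole length. A different number of chromosome copies in the 2 stable lines may be an explanation and cannot be told apart from an effect of CD44s, since no DNA was measured and each condition has 1 line; the difference varied by 0.0293 between genes of low, middle and high expression.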

How the results depend on the processing

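Alternatives without genes of chromosomes 9 and 10 and GSEA over all listed genes were chosen only after the results were seen. No result past its threshold changed direction under any alternative run. The count of genes past an adjusted p of 0.05 ranged from 3255 to 4706 (4706 with the replicate block), the log2 fold change of CD44 from 1.38 to 1.58 and the migration genes higher from 12 to 13. Leaving out 1 library, PLAT ranged from 1.49 to 2.38. It lost its call without replicate 3 of MCF7 CD44s cells (1.72, adjusted p = 0.107) and without replicate 1 of MCF7 vector cells (1.49, adjusted p = 0.0694), which leave fewer libraries, and it was not tested at 10 counts in every library. At a log2 fold change over 1, 496 genes were higher and 268 lower (764), over 1.5, 275 and 133 (408), and over 2, 140 and 56 (196), since fewer genes reach a larger fold. The 69 over-represented terms became 23 with all annotated genes as background and 29 with genes higher at an adjusted p under 0.05, where cell migration had an adjusted p of 0.358 and the epithelial to mesenchymal transition 0.413; the cause was not tested. The PI3K-Akt pathway, at a p of 0.656 in camera, had 0.0375 in GSEA by signal-to-noise and 0.00753 in GSEA over all listed genes, and the NF-κB set, at 0.726, had 6.49e-07 with target genes in its place; the cause was not tested. Lists past an adjusted p of 0.05 numbered 3, among them the study's own 13 migration genes. They numbered 5 with the replicate block, 5 without genes of chromosomes 9 and 10, and 3 to 5 leaving out 1 library (5 without replicate 1 of MCF7 vector cells). With an estimated correlation only 1 list passed, the study's own migration genes (camera adjusted p = 0.00800). The study chose these genes as higher on these libraries, so this restates that choice. There the estrogen receptor targets had an adjusted p of 0.317 and the NF-κB targets 0.345, and the cause was not tested. Of 2700 pairs of an alternative and a named gene other than CD44 and PLAT, 2638 kept direction and side of the threshold, 58 lost the call, 4 gained it and 0 changed direction. For genes with few counts, such as PLAT and PLAU, the counts limit what can be said, and the effect of depth was not tested.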

Differences from the paper's values

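GSEA over all listed genes was chosen only after the values were seen. The captions of Figures 3B and 5A name hallmark gene sets, and the paper's text gives neither the collection nor the kind of permutation. The values here come from KEGG pathways of the deposited table, permutation of genes and Benjamini-Hochberg adjustment. The gene sets, the p and the FDR are therefore not known to match those of the paper. For the PI3K-Akt pathway, the GSEA p was 0.0375, where the paper's is about 0.011 in Fig. 3B, read by eye, and the adjusted p was 0.336, where the paper's is about 0.2 in Fig. 3B, read by eye. Of the alternatives set before the data were examined, ranking by the quasi-likelihood statistic also differed, at a p of 0.0825 and an adjusted p of 0.310. Ranking all listed genes, chosen after seeing the values, gave a p of 0.00753, within 1.5 times the paper's, but an adjusted p of 0.0870, which differed. For the NF-κB pathway, the GSEA p was 0.0904, where the paper's is about 0.025 in Fig. 5A, read by eye, and the adjusted p was 0.437, where the paper's is about 0.2 in Fig. 5A, read by eye. The quasi-likelihood ranking also differed, at a p of 0.524 and an adjusted p of 0.614. Ranking all listed genes, chosen after seeing the values, gave a p of 0.0697, which differed, and an adjusted p of 0.290, within 1.5 times the paper's. In this ranking the score stayed above 0 for both pathways, at 1.31 each.

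The paper describes tPA as the gene with the most robust rise, in a statement that directly follows its qPCR of these genes (Figure 1E), which the counts do not measure. In the counts, PLAT ranked 2 of 13 migration genes by log2 fold change, after ACKR3, and 13 by p, and among the 2315 genes higher it ranked 141 by log2 fold change. The rank within the 13 genes is not settled, since the log2 fold change was 1.99 for PLAT (standard error 0.63) and 2.25 for ACKR3 (standard error 0.06), and PLAT lay above ACKR3 without replicate 2 of MCF7 vector cells (2.38 against 2.21) and without replicate 3 of MCF7 vector cells (2.28 against 2.24).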

Other observations

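The tests of NF-κB targets that vary together, of other cell types, of targets against components, of the target list in other splits and of counting error in PLAT, the enrichment among genes lower, and the splits for the counts of genes and of migration genes were chosen only after the results were seen, and a first bound for other cell types, a summed CPM under 5 for the fibroblast list and for the immune and endothelial list, was not met (up to 30.1 CPM for the fibroblast list). Genes of cell adhesion were over-represented in both directions at the paper's thresholds, with 45 of 284 tested genes lower in MCF7 CD44s cells, against 14.3 by chance (adjusted p = 1.49e-08), and 39 higher, against 20.4 by chance (adjusted p = 0.0125). Homophilic cell adhesion held 31 of 103 among the genes lower (adjusted p = 9.87e-13, hypergeometric test), a term that includes the clustered protocadherins. These lie side by side and some of them share exons, so they may not move independently, as the test assumes. PCDH9, a protocadherin, fell from 40.7 to 8.69 CPM, and ROBO1, a receptor of SLIT proteins, had a log2 fold change of -1.34. Among the genes higher, collagen-containing extracellular matrix held 46 of 193, including EFEMP1 (fibulin 3) at 58.4 ± 1.27 CPM in MCF7 CD44s cells and 8.37 ± 1.26 CPM in MCF7 vector cells (SD, n = 3 each). Cytokine activity held 22 of 69 (adjusted p = 8.09e-07). Among receptors that bind tPA, 2 of 8 were higher and 2 lower (2 and 2 when adjusted over the list alone; camera adjusted p = 0.816). EGFR stood at 8.15 ± 0.459 CPM in MCF7 CD44s cells and 20.2 ± 3.22 CPM in MCF7 vector cells (SD, n = 3 each; log2 fold change -1.31, adjusted p = 7.72e-06). ANXA2, which has pseudogenes that share its sequence, stood at 423 ± 8.57 and 519.8 ± 19.3 CPM (adjusted p = 5.76e-04), and LRP1 at 24.2 ± 3.83 and 30.5 ± 6.20 CPM (adjusted p = 0.0847). In MCF7 vector cells these genes lay at percentiles 41.2, 98.1 and 51.2 of the tested genes.

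Of 30 tested genes of FGF signaling, 10 were higher and 6 lower (10 and 8 when adjusted over the list alone; camera adjusted p = 0.0648). DUSP5, a phosphatase of ERK on chromosome 10, had a log2 fold change of 2.69, and SPRED1, an inhibitor of Ras signaling, one of -1.05. Of 47 proliferation genes, 3 were higher and 11 lower (adjusted p = 0.441), of 43 interferon response genes 11 and 5 (0.666), of 45 genes of TGFβ and BMP response 12 and 15 (0.875), and of 25 basal or stem cell markers 7 and 6 (0.571). Hyaluronan and CD44 genes numbered 4 higher and 6 lower of 18 (0.755), and the introduced gene CD44 is itself among the 4. Genes of hypoxia and glycolysis numbered 7 and 6 of 37 (0.755) and of amino acid stress 10 and 9 of 47 (0.934). Those of cholesterol and lipid synthesis numbered 4 and 9 of 33 (0.441), and of heat shock 4 and 7 of 20 (0.576). The MCF7 markers had an adjusted p of 0.934. Among markers of other cell types, 1 of 9 tested of basal cell lines was higher (0.816), and 0 when adjusted over the list alone. Of HEK293 packaging cell markers, 2 of 4 were higher (0.571). For fibroblasts 0 of 2 (0.626) and for immune and endothelial cells 0 of 4 (0.934) passed the edgeR test in either direction.

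PLAT was higher in MCF7 CD44s cells at low counts. Counting error is argued against by the lower bound of 2.50 for its ratio. A shift of the region as the whole cause is argued against by the 50 nearest tested genes. Their median log2 fold change was 0.364 while that of PLAT less 2 standard errors was 0.74, and 0 of the 50 reached PLAT. The region did shift, with quartiles of 0.19 and 0.53 for these genes, so it is not excluded as a source of part of the rise. An effect of CD44s on PLAT may be an explanation, but another difference between the 2 stable lines was not tested in these libraries. The paper also reports higher tPA mRNA and protein in T47D cells that overexpress CD44s (Figures 1G and 1H).

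Of the 35 NF-κB target genes, 17 were higher in MCF7 CD44s cells, and the list had an adjusted p of 0.345 with an estimated correlation. Immune, endothelial or fibroblast cells as a source are argued against by the largest rise of one of their markers, 0.563 CPM, beside a summed rise of 375 CPM for the target list, and cells of a basal line by a summed rise of 2.47 CPM over their 8 markers under 5 CPM in MCF7 vector cells, whereas packaging cells stay open, since CRABP1, 1 of 7 markers of HEK293 packaging cells, was higher by 28.7 CPM (40.5 to 69.2 CPM; 47.2% of its exonic bases are shared with a gene on the opposite strand) while none of the other 6 rose by over 1.08 CPM. Without genes of chromosomes 9 and 10, 31 of the 35 genes were left, with a camera p of 2.84e-06. Without genes shared with the estrogen, FGF and mesenchymal lists, 33 were left, 15 higher and 1 lower. Their camera p was 3.72e-05 (0.0837 with an estimated correlation). Neither group of genes can thus make up most of the 17 higher. The preset correlation gave camera p-values down to 9.12e-06 in other splits, so these p-values exclude neither group as a source of part of the rise. Whether genes that vary together account for the rise cannot be told apart, since the estimated correlation left an unadjusted p of 0.0437, and with the preset correlation the list also had a camera p under 0.05 in 6 of the 9 other splits of the libraries (under 0.001 in 4), each of which still sets most libraries of a line against most of the other. Targets set against components of the pathway gave a camera p of 9.91e-04, and 0.105 with an estimated correlation.

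The 6 libraries make 10 splits into groups of 3, too few for a share under 0.05. The real grouping gave 4421 genes past an adjusted p of 0.05 and the highest other 0, at the paper's thresholds 1598 and 116, and 69 and 12 over-represented terms, each with 1 split as large. It gave 13 and the others 0 migration genes higher (1 split), but the study chose these genes as higher in the real grouping, so this restates that choice. For the NF-κB target list the real p was 6.49e-07 and the lowest other 9.12e-06 (1 split), with 6 of the 9 others under 0.05, for the PI3K-Akt pathway 0.656 and 0.127 (6 splits) and for the KEGG NF-κB pathway 0.726 and 0.154 (7 splits).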
